# Mutant U2AF1-expressing cells are sensitive to pharmacological modulation of the spliceosome

**DOI:** 10.1038/ncomms14060

**Published:** 2017-01-09

**Authors:** Cara Lunn Shirai, Brian S. White, Manorama Tripathi, Roberto Tapia, James N. Ley, Matthew Ndonwi, Sanghyun Kim, Jin Shao, Alexa Carver, Borja Saez, Robert S. Fulton, Catrina Fronick, Michelle O'Laughlin, Chandraiah Lagisetti, Thomas R. Webb, Timothy A. Graubert, Matthew J. Walter

## Abstract

Somatic mutations in spliceosome genes are detectable in ∼50% of patients with myelodysplastic syndromes (MDS). We hypothesize that cells harbouring spliceosome gene mutations have increased sensitivity to pharmacological perturbation of the spliceosome. We focus on mutant U2AF1 and utilize sudemycin compounds that modulate pre-mRNA splicing. We find that haematopoietic cells expressing mutant U2AF1(S34F), including primary patient cells, have an increased sensitivity to *in vitro* sudemycin treatment relative to controls. *In vivo* sudemycin treatment of U2AF1(S34F) transgenic mice alters splicing and reverts haematopoietic progenitor cell expansion induced by mutant U2AF1 expression. The splicing effects of sudemycin and U2AF1(S34F) can be cumulative in cells exposed to both perturbations—drug and mutation—compared with cells exposed to either alone. These cumulative effects may result in downstream phenotypic consequences in sudemycin-treated mutant cells. Taken together, these data suggest a potential for treating haematological cancers harbouring *U2AF1* mutations with pre-mRNA splicing modulators like sudemycins.

## Abstract (web summary)

Spliceosome mutations occur in approximately 50% of patients with myelodysplastic syndromes. Here, the authors show that tumour cells harbouring the *S34F* mutation in the *U2AF* spliceosome gene is sensitive to compounds that further perturb the spliceosome.

Myelodysplastic syndromes (MDS) are the most common adult myeloid malignancy with up to 40,000 new cases diagnosed each year in the United States^1^,^2^. MDS are a heterogeneous group of clonal haematopoietic stem cell disorders characterized by peripheral blood cytopaenias and progenitor expansion; approximately one-third of patients will transform to a secondary acute myeloid leukaemia (AML) that has a poor prognosis^3^. The only curative therapy is bone marrow transplantation, which is often not an option because of patient comorbidities^3^. New treatment approaches are greatly needed. At least half of all MDS patient bone marrow samples harbour a mutation in one of several spliceosome genes^4^,^5^,^6^,^7^,^8^,^9^,^10^, highlighting a potential genetic vulnerability. In addition, spliceosome gene mutations often occur in the founding clones of MDS tumours, providing an attractive target for elimination of all tumour cells^10^,^11^. Spliceosome gene mutations are mutually exclusive of each other in patients^4^,^10^,^11^,^12^, implying either a redundancy in pathogenic function or that a cell cannot tolerate two spliceosome perturbations at once. With this in mind, we hypothesized that cells harbouring a spliceosome gene mutation would have increased sensitivity to further perturbation of the spliceosome by splicing modulator drugs. To examine this, we utilized sudemycin compounds that bind the SF3B1 spliceosome protein and modulate pre-mRNA splicing^13^,^14^,^15^. We used sudemycin D1 and D6, which are synthetic compounds that have been optimized by several rounds of medicinal chemistry for their potent *in vivo* antitumour activity^13^. We examined the sensitivity of spliceosome mutant cells to sudemycin treatment, focusing on mutations in the spliceosome gene *U2AF1*, which have been identified in 11% of MDS patients, utilizing the S34F missense mutation most commonly found in our studies^4^,^5^. Mutant U2AF1(S34F) expression has been shown by our group and others to cause altered pre-mRNA splicing in a variety of cell types, as well as altered haematopoiesis and pre-mRNA splicing in mice^4^,^5^,^16^,^17^,^18^,^19^.

In this manuscript, we provide evidence that U2AF1(S34F)-expressing cells are sensitive to the splicing modulator drug sudemycin. Haematopoietic cells expressing mutant U2AF1 show reduced survival and altered cell cycle in response to sudemycin D6 *in vitro*. *In vivo* treatment of U2AF1(S34F) transgenic mice with sudemycin results in an attenuation of mutant U2AF1-induced haematopoietic progenitor cell expansion that is associated with increased cell death. In addition, unsupervised analysis of whole-transcriptome sequencing (RNA-seq) finds that sudemycin D6 perturbs RNA splicing in both mutant U2AF1(S34F)- and U2AF1(WT)-expressing bone marrow cells; however, sudemycin D6 treatment further modulates mutant U2AF1(S34F)-induced splicing changes to create cumulative effects on cells *in vivo*. The cumulative RNA-splicing effects of sudemycin and mutant U2AF1 may contribute to the downstream phenotypic consequences we observe *in vivo*.

## Results

### Sudemycin alters RNA splicing in primary human CD34+ cells

We first examined the pre-mRNA splicing alterations induced by sudemycin D6 in primary human haematopoietic cells. We treated CD34+ haematopoietic progenitor cells isolated from human umbilical cord blood with 1,000 nM of sudemycin D6 or dimethylsulphoxide (DMSO) vehicle control for 6 h *in vitro* and performed whole-transcriptome (RNA-seq) analysis (*n*=6 each, Supplementary Fig. 1). We identified robustly altered gene expression and pre-mRNA splicing patterns induced by sudemycin, as shown by unsupervised clustering of samples using expressed genes (Fig. 1a) and pre-mRNA splice junctions (Fig. 1b), respectively. Our analysis identified 1,030 differentially expressed genes (FDR<5%, |log_2_FC|>1) and 18,833 dysregulated splicing events (FDR<5%, |delta per cent spliced in or PSI (ΔΨ)|>10%, Supplementary Data 1 and 2, respectively) that discriminated between sudemycin D6-treated samples and controls. Sudemycin D6 treatment induced altered pre-mRNA splicing with a bias towards increased exon skipping and intron retention (Fig. 1b). However, there was no apparent bias in the sequence motif surrounding splice acceptor sites of cassette exons that were alternatively spliced (Fig. 1c), in contrast to previously observed biases in sequences surrounding alternatively spliced junctions induced by expression of mutant spliceosome proteins U2AF1, SF3B1 and SRSF2 (refs 16, 17, 18, 19, 20, 21, 22, 23, 24, 25).

To determine whether particular pathways are enriched for splicing perturbations, we applied GOseq to 6,278 genes with junctions significantly altered by sudemycin D6 treatment (FDR<5%, |log_2_FC|>2). While pathway enrichment was minimal (enrichment scores <2), GOseq analysis indicated that pathways involved in pre-mRNA splicing, RNA processing and transport, cell cycle, as well as ATPase and helicase activity were enriched in splice junctions altered by sudemycin D6 treatment (FDR<10%; Supplementary Data 3). Genes with sudemycin-altered expression were enriched in pathways involved in receptor and signal transduction activities (FDR<10%; Supplementary Data 4).

### Mutant U2AF1 cells have increased sensitivity to sudemycin

To examine the effects of sudemycin D6 on haematopoietic cells expressing mutant U2AF1, we generated K562 human erythroleukaemia and OCI-AML3 AML cell lines that have stably integrated doxycycline-inducible, FLAG-tagged U2AF1(S34F) or FLAG-tagged U2AF1(WT) to control for U2AF1 overexpression (Supplementary Fig. 2a,b for K562; Fig. 2c,d for OCI-AML3). Mutant U2AF1(S34F)-expressing K562 cells showed reduced survival and lower IC50 (*P*<0.0001, extra sum-of-squares F-test) relative to uninduced mutant U2AF1(S34F) and U2AF1(WT)-expressing control cells (Fig. 2a). These effects were also observed in human OCI-AML3 cell lines expressing mutant U2AF1(S34F) compared with U2AF1(WT)-expressing cells and other control cells (*P*<0.003, extra sum-of-squares F-test; Fig. 2b). Reduced survival of K562 cells in the presence of sudemycin D6 is associated with an altered cell cycle profile: U2AF1(S34F)-expressing K562 cells had a decrease of cells in the S-phase and an increase of cells in the sub-G0/G1 and G2/M phases (Fig. 2c). Furthermore, MDS or AML cells with U2AF1(S34F) mutations treated *in vitro* with sudemycin D1, a sudemycin compound very similar to D6, showed an increased sensitivity to sudemycin (reduced S-phase) relative to control MDS/AML cells without spliceosome gene mutations (Fig. 2d). In contrast, treatment of MDS/AML patient cells with the chemotherapeutic drug daunorubicin (not predicted to disrupt splicing) showed no specificity for mutant U2AF1(S34F) samples compared with controls (Supplementary Fig. 2e). In addition, human CD34+ cells expressing U2AF1(S34F) showed increased sensitivity to another splicing modulator drug (E7107) similar to sudemycin (Supplementary Fig. 2f).

### Sudemycin reduces mutant U2AF1 progenitor expansion *in vivo*

We next examined the effect of sudemycin treatment *in vivo* on mutant U2AF1(S34F)-induced phenotypes using our previously described U2AF1(S34F) transgenic mouse model^19^. We induced U2AF1(S34F) or U2AF1(WT) transgenes for 7 days in the bone marrow cells of transplanted mice (to study haematopoietic cell-intrinsic effects) and treated mice concurrently with sudemycin D6 (50 mg kg^−1^ per day) or vehicle for 5 of those days; see schema (Fig. 3a). Sudemycin D6 treatment of transplanted mice showed an attenuation of the previously described^19^ mutant U2AF1(S34F)-induced haematopoietic progenitor cell expansion by colony-forming unit (CFU-C) assay (Fig. 3b) and by flow cytometry for lineage-, c-Kit+, Sca1+ (KLS) cells (Fig. 3c) when compared with control U2AF1 mutant mice treated with vehicle and mice transplanted with U2AF1(WT)-expressing bone marrow. The attenuation of mutant U2AF1-induced progenitor expansion by sudemycin-treated mice is associated with increased Annexin V+ staining of KLS cells (Fig. 3d).

### Sudemycin and U2AF1 (S34F) splicing effects can be cumulative

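Bone marrow RNA of 20 recipient mice was sequenced, 5 for each combination of transgene and treatment. The recipients carried donor marrow in which doxycycline induced either U2AF1(S34F), the mutant splicing factor, or U2AF1(WT), and they received sudemycin D6, a compound that binds the spliceosome protein SF3B1, or vehicle. Libraries depleted of ribosomal RNA were stranded and read as paired ends of 126 bp, and the authors aligned the reads to mm9 (NCBI build 37) with TopHat. The authors deposited read counts for 37620 genes and 554616 splice junctions, without normalization. The counts of a mouse on genes summed to between 41145892 and 53492246 (median 47756240) in vehicle-treated U2AF1(WT) mice, 45019332 and 51335297 (50091886) in sudemycin-treated U2AF1(WT) mice, 49926328 and 62138138 (55758927) in vehicle-treated U2AF1(S34F) mice, and 51136901 and 58414054 (54671379) in sudemycin-treated U2AF1(S34F) mice. The median sum on junctions was 46796260, 50959348, 56739447 and 56577006 in the same order.

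*U2af1* (chromosome 17) had 36.6 ± 1.51 CPM (counts scaled to library size by edgeR, mean ± SD, n=5) in vehicle-treated U2AF1(WT) mice and 51.3 ± 3.04 in vehicle-treated U2AF1(S34F) mice, a log2 fold change of 0.49 (standard error 0.07, FDR=0.000317, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The same difference under sudemycin D6 was 0.35 (FDR=0.00414). The count does not separate transcripts of the transgene from those of the endogenous gene. *Xist* had between 39145 and 78640 counts in each of the 10 U2AF1(WT) mice and between 1 and 8 in each of the 10 U2AF1(S34F) mice. The Y-linked genes *Eif2s3y*, *Ddx3y*, *Kdm5d* and *Uty* together had 0 to 4 counts in the U2AF1(WT) mice and 10270 to 15034 in the U2AF1(S34F) mice. The genotypes therefore differ in these sex-linked transcripts as well as in the transgene. A comparison of gene expression between genotypes cannot separate the 2, and neither can one of the splicing of a single exon. A comparison of sudemycin D6 with vehicle lies within one pattern of sex-linked transcripts.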

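Splicing was measured from the deposited junction counts. Junctions that joined annotated splice sites (181355) gave 76881 cassette exon events in 10680 genes, 4658 events of alternative 3′ splice sites, 2910 of alternative 5′ splice sites and 1367 of mutually exclusive exons. Ψ of a cassette exon was the mean count of its 2 inclusion junctions, divided by the sum of that mean and the count of the skipping junction. An exon with more than 1 set of flanking exons forms more than 1 event, and events are counted unless exons are named. Retained introns were not analysed here. ΔΨ is given as the second named group minus the first, so that a negative value means more skipping in the second group. Inclusion and skipping counts were compared with the edgeR quasi-likelihood test, with a term for each mouse, and an event was called at FDR<10% and |ΔΨ|>1%, the thresholds of the paper.

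The design set before the data were examined named this test but not its dispersion. On vehicle- against sudemycin-treated U2AF1(WT) mice, 14 formulations of it were run before one was chosen, and each run also printed the p-value of the exon in *4932438A13Rik*. Of these formulations, 12 called no cassette exon event (1681 to 1813 had an unadjusted p under 0.05). A likelihood-ratio form called 902, but it also called 65 to 108 in each of 4 splits that mixed the treatments. A negative binomial dispersion of 0, with all variation among mice left to the quasi-likelihood term, called 275 with 0 to 3 in the mixed splits, where 4.71% to 5.43% of the events had an unadjusted p under 0.05. limma on Ψ, set in the design as an alternative, called 104 with 0 to 1 in the mixed splits. The dispersion of 0 was chosen after these counts had been seen, for the share of small p-values in the mixed splits, and every event count from this test depends on it. In 50 divisions of the same mice, chosen after the result was seen, this form called up to 66 events outside the real division (median 2). The 4 mixed splits therefore understate how many events it can call when treatments are mixed.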

To investigate the potential genotype-specific effects of sudemycin treatment on splice isoform expression, we performed whole-transcriptome sequencing (RNA-seq) on U2AF1(S34F)- and U2AF1(WT)-recipient mouse bulk bone marrow cells following *in vivo U2AF1* transgene induction and treatment with sudemycin D6 (50 mg kg^−1^ per day for 5 days) or vehicle (Supplementary Fig. 3a,b). RNA was harvested 18 h after the last drug treatment (similar to described above; schema shown in Fig. 3a). Sudemycin D6 treatment at this dose and schedule does not markedly skew the mature lineage distribution within bulk bone marrow of mutant or wild-type (WT) U2AF1 transgenic mice (Supplementary Fig. 3c). 

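Ψ was measured in all 20 mice for 33852 cassette exon events. In a PCA of their scaled Ψ, PC1 held 9.71% of the variance and placed every U2AF1(WT) mouse on one side of every U2AF1(S34F) mouse, and PC2 held 8.23% and did the same for vehicle and sudemycin D6 (p=0.00012 each, two-sided permutation tests with Benjamini-Hochberg adjustment over 6 tests). PC3, with 7.08%, was associated with neither genotype (p=0.902) nor treatment (p=0.468) in the same permutation tests.

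Sudemycin D6 changed 316 of 24861 cassette exon events in U2AF1(S34F) mice, which hold 297 different exons, and the events called in U2AF1(WT) mice hold 268 exons and are among 25215 tested. U2AF1(S34F) differed from U2AF1(WT) in 814 of 25472 cassette exon events (772 exons) under vehicle and in 733 of 25026 (693 exons) under sudemycin D6. Vehicle-treated U2AF1(WT) and sudemycin-treated U2AF1(S34F) mice differed in 1612 of 25429 (1496 exons). Donor marrow was pooled before transplantation, so recipients of one genotype may share donors. The counts between the genotypes treat these recipients as independent. The median |ΔΨ| of the called events was 0.0729 for sudemycin D6 in U2AF1(S34F) mice, 0.0854 for sudemycin D6 in U2AF1(WT) mice and 0.0821 for the genotypes under vehicle. A dispersion estimated by edgeR moved these counts most, to 0 in each comparison except 173 in the last one, with 1888 unadjusted p-values under 0.05 for sudemycin D6 in U2AF1(S34F) mice, 2630 for the genotypes under vehicle and 2459 for them under sudemycin D6. Among the other event types, sudemycin D6 in U2AF1(WT) mice changed 2 alternative 3′ splice sites (227 with an unadjusted p under 0.05), 2 alternative 5′ splice sites (93) and 9 pairs of mutually exclusive exons (102), and in U2AF1(S34F) mice 11 (225), 1 (108) and 22 (98).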

Using an unsupervised approach, we observed that sudemycin D6 perturbs splicing in both mutant U2AF1(S34F) and U2AF1(WT)-expressing bone marrow cells (Supplementary Data 5–9); this is visualized by the segregation of samples according to genotype and treatment within a principal component analysis (PCA) of cassette exon (Fig. 4a) and retained intron (Supplementary Fig. 4a) splicing events. Furthermore, the splicing bias observed in human cells treated with sudemycin (described above) is recapitulated in U2AF1(WT) mouse cells: sudemycin D6 induces exon skipping more often than exon inclusion relative to vehicle (388 of 657 significant (FDR<10%, |ΔΨ|>1%) events; *P*<2 × 10^−6^, one-sided binomial test), as well as intron retention more often than removal (98 of 145 significant (FDR<10%, |ΔΨ|>1%) events; *P*<1.4 × 10^−5^, one-sided binomial test). 

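Of the cassette exon events called for sudemycin D6 in U2AF1(WT) mice, 167 were skipped more and 108 included more, a share of 60.7% skipped (95% confidence interval 54.7% to 66.5%, p=0.000224, one-sided exact binomial test). In U2AF1(S34F) mice the share was 68.7% (217 events, interval 63.2% to 73.7%, p=1.38e-11, same exact test). The exact test counts every event as independent. With 1 event kept per gene the U2AF1(WT) share was 59.5% of 215 (p=0.00312, exact), with |ΔΨ|>10% it was 60.9% of 115 (p=0.0124, exact), and among the events called by limma it was 66.3% (p=0.000554, exact).

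In both genotypes the exons skipped more under sudemycin D6 were shorter than control exons, with medians of 81.5 against 112 bp in U2AF1(WT) mice and 93.0 against 113 bp in U2AF1(S34F) mice (p=2.14e-05 each, permutation test with Benjamini-Hochberg adjustment). Their upstream introns had medians of 4304 against 2112 bp and 5130 against 2162 bp, and their downstream introns 5142 against 1899 bp and 6097 against 1952 bp. Control exons were not matched for Ψ or reads, and exons included more under sudemycin D6 were not compared.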

As in human CD34+ cells, the sudemycin-induced changes were not associated with an apparent sequence motif (Supplementary Fig. 4b); however, we did observe the previously reported increase in a T in the −3 position of the intronic 3′ splice acceptor site of exons more commonly skipped in mutant U2AF1(S34F) cells^16^,^17^,^18^,^19^ (Supplementary Fig. 4c). In addition, we defined ‘high-confidence' sets of U2AF1(S34F) and sudemycin targets, and subsets of those had a high validation rate in orthogonal experimental (NanoString^26^) and statistical (edgeR^27^) platforms (Supplementary Information and Supplementary Data 10 and 11).

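The base 3 positions upstream of the exon was read from the reference genome for 25277 tested cassette exons, of which 99.9% follow an AG. Exons skipped more in vehicle-treated U2AF1(S34F) than U2AF1(WT) mice had a T there in 306 of 401 cases (76.3%, 95% interval 71.9% to 80.2%), against 33.7% of the control exons chosen by the thresholds of the paper (odds ratio 6.35, p=4.84e-63, Fisher's exact test with Benjamini-Hochberg adjustment). Exons included more in U2AF1(S34F) mice had a T in 26 of 373 (6.97%, odds ratio 0.144, p=1.55e-33, same exact test).

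Exons skipped more under sudemycin D6 in U2AF1(WT) mice had a T in 47 of 162 cases, 29.0% against 32.7% of their controls (p=0.426, exact). In U2AF1(S34F) mice the share was 30.5% of 203 against 39.1% (p=0.0273, unadjusted p=0.0137, exact). When both exon sets were limited to exons tested in both genotypes it was 30.8% against 35.7% (unadjusted p=0.159, exact). The same limit in U2AF1(WT) mice gave 29.5% against 35.6% (unadjusted p=0.130, exact). Over 89 tests of a base at a position from the last 20 intron bases to the first 3 exon bases, the smallest adjusted p of the exact tests was 0.727 for exons skipped more and 0.182 for exons included more under sudemycin D6 in U2AF1(WT) mice, and 0.109 and 0.636 in U2AF1(S34F) mice. No adjusted p was under 0.05 in these 4 sets.

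**Figure D1:**
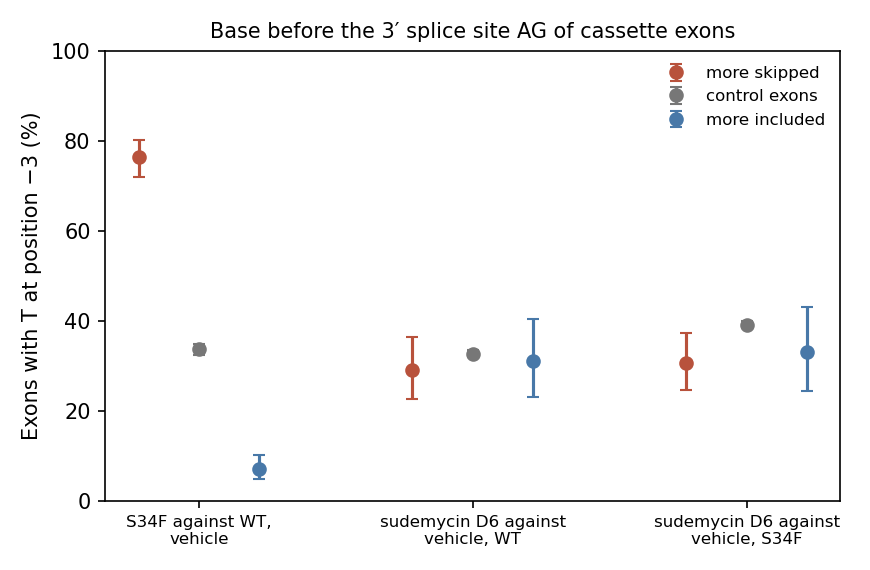
Percent of cassette exons with a T at the −3 position of the 3′ splice site (y axis), with 95% Wilson intervals, among exons skipped more, control exons and exons included more. The shares are 76.3%, 33.7% and 6.97% for U2AF1(S34F) against U2AF1(WT) under vehicle, 29.0%, 32.7% and 31.1% for sudemycin D6 against vehicle in U2AF1(WT) mice, and 30.5%, 39.1% and 33.0% for the same in U2AF1(S34F) mice.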

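The paper lists 378 cassette exon events as U2AF1(S34F) targets in Supplementary Data 10, and 372 of them could be tested from the junction counts. Of these, 371 changed in the direction of the list between the genotypes under vehicle and 234 (62.9%) were called, and under sudemycin D6 all 372 changed in that direction and 217 (58.3%) were called. Of the 173 events listed as sudemycin targets in Supplementary Data 11, 172 were tested. In U2AF1(WT) mice 171 of them changed in the direction of the list and 81 (47.1%) were called, and in U2AF1(S34F) mice all 172 did and 106 (61.6%) were called. limma called 28.5% of the U2AF1(S34F) targets and 15.7% of the sudemycin targets in the first of each of these comparisons. The lists were drawn from the same mice, so the shared direction is not independent of them. NanoString counts were not analysed here.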

Next, we examined potential interactions between the drug and mutation within cells, focusing on exon skipping events. 

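The sudemycin D6 changes in Ψ of the 109 cassette exon events called in both genotypes had R2=0.908 (95% confidence interval 0.868 to 0.936, Pearson r=0.953, Spearman rho=0.967) between U2AF1(WT) and U2AF1(S34F) mice. Among the 18 events called in both genotypes by limma, R2 was 0.914. The events are not independent replicates, and selection on both comparisons leaves out events that changed in one genotype only. The 264 events called in U2AF1(WT) mice and tested in U2AF1(S34F) mice had R2=0.677, and all 19120 events tested in both had R2=0.0795.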

Along these lines, we observed that the exon skipping effects induced by sudemycin D6 (relative to vehicle) within U2AF1(WT)-expressing cells are highly correlated with the drug effects in U2AF1(S34F)-expressing cells (*R*^2^=0.8, *P*<2.2 × 10^−16^, F-test, events significant in both comparisons (FDR<10%), Fig. 4b). 

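Regression of the ΔΨ in U2AF1(S34F) mice on that in U2AF1(WT) mice, over the cassette exon events called for sudemycin D6 in both, had a slope of 0.799 (95% confidence interval 0.750 to 0.848). The slope was 0.846 among the events called in both by limma. It was 0.484 over events called in U2AF1(WT) mice whether or not they were called in U2AF1(S34F) mice, of which 252 changed in the same direction in both, and 0.228 over every event tested in both, of which 59.3% did.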

The vast majority of these events are concordant (in the same direction of induced change with similar magnitude) across genotypes (slope of the regression line=0.75), suggesting that sudemycin treatment results in similar splicing alterations in these targets in both mutant U2AF1 and WT cells (Fig. 4b). 

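The interaction of genotype and sudemycin D6 was tested over all 4 event types in 40249 events, and 6 were called (FDR=0.0790 each, edgeR with Benjamini-Hochberg adjustment). Unadjusted p-values under 0.05 numbered 1762, where 2012 would be so by chance. limma called 0 of 39203 (1678 unadjusted p-values under 0.05, smallest FDR=0.174). The 6 events lie in *Add1* (2 events that share an exon), *Cd177*, *Myst2* and *Chi3l3* (2 events that share an exon) and are named here after their values were seen. In the *Add1* event with the larger difference, ΔΨ under sudemycin D6 was −0.0803 in U2AF1(WT) mice and 0.243 in U2AF1(S34F) mice. In the other events the 2 changes differed by less than 0.05 in Ψ.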

We further assessed drug/genotype interaction using a statistical linear model: of 32,529 dysregulated splicing events (across all event types), only 136 showed statistically significant evidence of interaction (that is, synergy or antagonism; DEXSeq, FDR<10%). However, when sudemycin D6 and mutant U2AF1(S34F) dysregulate a junction in the same direction (for example, both increasing exon skipping), this results in a cumulative effect in a sudemycin-treated mutant cell that is greater than the effect induced by sudemycin treatment of WT cells (indicated by red and blue colour in Fig. 4b–d). 

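Of the cassette exon events changed both by U2AF1(S34F) under vehicle and by sudemycin D6 in U2AF1(WT) mice (72), 59 changed in the same direction and 13 in opposite directions. Both changes are measured from the same vehicle-treated U2AF1(WT) mice, which favours one direction. Of the events changed both by U2AF1(S34F) under vehicle and by sudemycin D6 in U2AF1(S34F) mice (68), where the shared vehicle-treated U2AF1(S34F) mice favour opposite directions, 28 changed in the same direction. In 45 of the 59, ΔΨ between vehicle-treated U2AF1(WT) and sudemycin-treated U2AF1(S34F) mice was larger than either single change. That ΔΨ is by arithmetic the genotype change under vehicle plus the drug change in U2AF1(S34F) mice. In all 5 comparisons 9 events were called, and 8 of them kept one direction, with 3 included more and 5 skipped more. limma called 0 in all 5, where 51 had an unadjusted p under 0.05 in each and 42 of those kept one direction.

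In the order U2AF1(S34F) under vehicle, sudemycin D6 in U2AF1(WT) mice, sudemycin D6 in U2AF1(S34F) mice and both together, ΔΨ was −0.0523, −0.0558, −0.0777 and −0.130 for the exon of *Slfn4* (chromosome 11, 82989330–82989415, FDR=6.41e-10 for both together, edgeR with Benjamini-Hochberg adjustment), and 0.0364, 0.0329, 0.0143 and 0.0507 for that of *AB124611* (chromosome 9, 21345030–21345067, FDR=7.35e-10, edgeR with Benjamini-Hochberg adjustment).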

As an example, U2AF1(S34F) expression induces increased exon skipping in a *4932438A13Rik* splice junction compared with U2AF1(WT) in vehicle-treated cells (ΔΨ=0.205, middle two columns in Fig. 4c). 

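The cassette exon of *4932438A13Rik* (ENSMUSG00000037270, chromosome 3, plus strand, 63 bp) lies between an upstream exon ending at 36921396 and a downstream exon starting at 36925012. Its 3′ splice site in the reference is TTCTTATTATTTTAATTAAG, with an A at the −3 position, and between 164 and 659 junction reads covered the event in each mouse. Ψ was 0.287 ± 0.0286 (mean ± SD, n=5, range 0.239 to 0.313) in vehicle-treated U2AF1(WT) mice and 0.429 ± 0.0337 (0.388 to 0.465) in vehicle-treated U2AF1(S34F) mice. The difference of 0.142 (exact permutation p=0.00794, the smallest possible with 5 mice in each group, edgeR FDR=0.00954 with Benjamini-Hochberg adjustment) is a rise in Ψ, the share of transcripts that include the exon. It stayed between 0.130 and 0.152 when any 1 mouse was left out.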

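For the *4932438A13Rik* exon, Ψ in sudemycin-treated U2AF1(WT) mice was 0.445 ± 0.0772 (mean ± SD, n=5), which is 0.158 above the vehicle-treated U2AF1(WT) mice (0.139 to 0.190 with any 1 mouse left out, edgeR FDR=0.0279 with Benjamini-Hochberg adjustment). In sudemycin-treated U2AF1(S34F) mice Ψ was 0.605 ± 0.0220, which is 0.176 above the vehicle-treated U2AF1(S34F) mice (0.166 to 0.185, edgeR FDR=5.73e-05 with Benjamini-Hochberg adjustment). The groups do not overlap in either comparison (exact permutation p=0.00794 each).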

Sudemycin D6 also increases exon skipping of the same junction in U2AF1(WT) (ΔΨ=0.188) and U2AF1(S34F) (ΔΨ=0.204) cells (that is, sudemycin-induced exon skipping is independent of genotype; Fig. 4c). Therefore, as expected, the cumulative effect induced by both mutation and drug treatment (ΔΨ=0.409) exceeds the individual effects of mutant U2AF1 expression or sudemycin treatment alone, ultimately resulting in different levels of exon skipping in sudemycin-treated cells expressing mutant U2AF1 versus WT cells (Fig. 4c). 

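Between vehicle-treated U2AF1(WT) and sudemycin-treated U2AF1(S34F) mice, Ψ of the *4932438A13Rik* exon rose by 0.318 (0.306 to 0.326 with any 1 mouse left out, edgeR FDR=4.08e-09 with Benjamini-Hochberg adjustment). Under sudemycin D6, U2AF1(S34F) mice lay 0.160 above U2AF1(WT) mice (edgeR FDR=0.00832 with Benjamini-Hochberg adjustment). The other exons of Fig. 4c also rose in Ψ with mutation and drug together, by 0.272 in *Cd97* (FDR=1.11e-13), 0.151 in *Fn1* (FDR=1.11e-13), 0.145 in *Ubtf* (FDR=3.73e-05), 0.125 in *Eif4g1* (FDR=0.00428), 0.107 in *Hnrnph1* (FDR=6.82e-05) and 0.0534 in *BC018473* (FDR=2.60e-07), all from edgeR with Benjamini-Hochberg adjustment. For *Cd97* the separate changes were 0.205 for U2AF1(S34F) under vehicle, 0.110 for sudemycin D6 in U2AF1(WT) mice and 0.0669 for it in U2AF1(S34F) mice, the last of which was not called (FDR=0.180, edgeR with Benjamini-Hochberg adjustment), and for *Fn1* they were 0.0689, 0.0567 and 0.0821. Of the exons of Fig. 4c, those of *4932438A13Rik* and *Fn1* were called in all 5 comparisons, and *Cd97*, *Ubtf*, *Eif4g1*, *Hnrnph1* and *BC018473* were each not called in at least one.

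The paper reasons that mutation and drug, each moving an exon in one direction, add up in a sudemycin-treated mutant cell and leave it with a different level of exon skipping from a sudemycin-treated U2AF1(WT) cell.

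**Figure D2:**
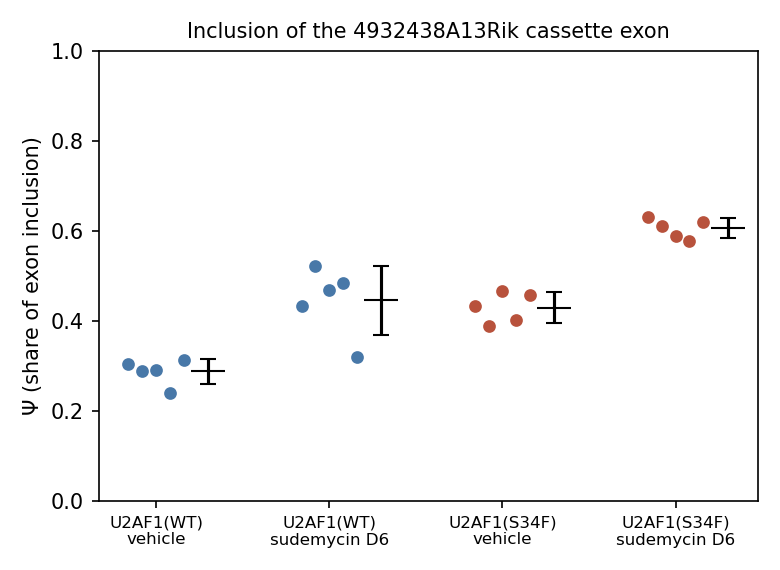
Ψ of the *4932438A13Rik* cassette exon (y axis, share of inclusion from 0 to 1) in each mouse of the 4 groups, with the mean ± SD of 5 mice beside the points. The means are 0.287 (vehicle) and 0.445 (sudemycin D6) in U2AF1(WT) mice and 0.429 and 0.605 in U2AF1(S34F) mice.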

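For the genes of Fig. 4d, Ψ of the *Arhgap4* exon (chromosome X, 71151496–71151558) fell from 0.781 ± 0.0447 (mean ± SD, n=5) in vehicle-treated U2AF1(WT) mice to 0.484 ± 0.0145 in sudemycin-treated U2AF1(S34F) mice (FDR=4.28e-14), with changes of −0.191 for U2AF1(S34F) under vehicle, −0.149 for sudemycin D6 in U2AF1(WT) mice and −0.106 for it in U2AF1(S34F) mice. With mutation and drug together, ΔΨ was −0.225 in *Mcee* (FDR=6.08e-06), −0.205 in *Ppp1r12a* (107689813–107689980, FDR=4.30e-08), −0.196 in *Eif4a2* (23109193–23109332, FDR=2.76e-08), −0.187 in *Mdm4* (FDR=1.12e-05), −0.185 in *Prkcb* (FDR=4.40e-07), −0.129 in *Fam96a* (FDR=1.97e-08), −0.124 in *Rcsd1* (FDR=6.40e-07) and −0.0591 in *Klhl6* (FDR=0.00372). *Klhl6*, *Mcee*, *Mdm4*, *Prkcb* and *Rcsd1* were each not called in at least one of the 5 comparisons, such as *Prkcb* for sudemycin D6 in U2AF1(S34F) mice (FDR=0.336). A second exon of *Eif4a2* (23112424–23112530) rose by 0.209, and one of *Ppp1r12a* that starts at 107690381 rose by 0.108. In *Mcee*, *Mdm4*, *Fam96a* and *Klhl6* one mouse of a group lay apart from the other 4. All FDR values are from edgeR with Benjamini-Hochberg adjustment.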

The cumulative effect of mutation and drug can also be observed in splicing events that result in increased exon inclusion (Fig. 4d). Together, these data signify that the effects of sudemycin and U2AF1(S34F) on splicing in the same cell can be cumulative—that is, greater than the separate effects of drug or mutant.

### Sudemycin induces gene expression alterations

Sudemycin treatment *in vivo* also results in altered gene expression in mutant U2AF1 mouse bone marrow cells compared with U2AF1(WT)-expressing control cells (Supplementary Data 12). 

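Between vehicle- and sudemycin-treated U2AF1(S34F) mice, 1606 of 14714 tested genes differed at FDR<10% (739 higher and 867 lower with sudemycin D6, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 248 of these differed more than 2-fold. In U2AF1(WT) mice 443 of 14763 differed (169 higher and 274 lower), and 153 of these more than 2-fold. The common biological coefficient of variation was 0.166 in the U2AF1(S34F) and 0.223 in the U2AF1(WT) comparison. DESeq2 called 844 genes in U2AF1(WT) mice, and one edgeR model of all 20 mice called 1084. Of these settings, the minimum of 2-fold moved the U2AF1(WT) count most in proportion. The model of all 20 mice called fewer genes in U2AF1(S34F) than in U2AF1(WT) mice, so the order of the genotypes depends on the model. In 1128 genes every sudemycin-treated U2AF1(S34F) mouse lay beyond every vehicle-treated one (7.67% of the tested genes), and in U2AF1(WT) mice in 622 (4.21%), where chance gives 0.794%.

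The genotypes differed under sudemycin D6 in 5397 of 14677 genes (2515 higher and 2882 lower in U2AF1(S34F) mice) and under vehicle in 5885 of 14817, and 3658 genes differed in both, 3641 of them in the same direction. These counts carry the difference in sex-linked transcripts between the genotypes, and any difference between pools of donor marrow. *Slc15a2* rose from 3.63 ± 1.61 to 22.9 ± 2.72 CPM from sudemycin-treated U2AF1(WT) to sudemycin-treated U2AF1(S34F) mice (mean ± SD, n=5, log2 fold change 2.65, standard error 0.29, edgeR FDR=0.000131 with Benjamini-Hochberg adjustment). It also differed between the genotypes under vehicle (1.98, edgeR FDR=0.000166). Its change with sudemycin D6 in U2AF1(S34F) mice was −0.27 (edgeR FDR=0.191). With sudemycin D6 in U2AF1(S34F) mice, *Vcan* rose from 53.1 ± 33.1 to 176 ± 38.7 CPM (log2 fold change 1.73, standard error 0.33, FDR=0.0123) and *Car1* fell from 40.2 ± 19.2 to 10.9 ± 5.65 CPM (−1.89, standard error 0.39, FDR=0.0182). In U2AF1(WT) mice *Atf3* fell from 70.1 ± 16.9 to 13.1 ± 3.31 CPM (−2.42, standard error 0.20, FDR=9.79e-05) with sudemycin D6, and in U2AF1(S34F) mice its change was −0.01 (FDR=0.980), all from edgeR with Benjamini-Hochberg adjustment. The 2 changes of *Atf3* differed by 2.39 (interaction FDR=0.000622, edgeR with Benjamini-Hochberg adjustment). Vehicle-treated U2AF1(S34F) mice already had 4.70 ± 1.15 CPM of *Atf3*, less than sudemycin-treated U2AF1(WT) mice. One vehicle-treated U2AF1(S34F) mouse had 111 CPM of *Vcan*, where the others had 26.1 to 50.0, and one vehicle-treated U2AF1(WT) mouse had 97.3 CPM of *Atf3*, where the others had 58.7 to 67.4. Interaction of genotype and drug was called in 3 genes by edgeR (1156 with an unadjusted p under 0.05, where 770 would be so by chance) and in 116 by DESeq2.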

As with splicing alterations, mouse bone marrow samples segregate by genotype and by treatment in an unsupervised analysis of gene expression (Fig. 4e). 

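In a PCA of scaled log2 CPM of 15392 genes, PC1 held 29.3% of the variance and separated every U2AF1(WT) mouse from every U2AF1(S34F) mouse (p=0.00012, two-sided permutation test with Benjamini-Hochberg adjustment over 6 tests). Treatment was associated with PC3, which held 10.6% (p=0.00024, same permutation test), though the treated and untreated mice overlapped on it. PC2, with 19.4%, was not associated with treatment (p=0.260, permutation). On 14867 autosomal genes PC1 held 29.2% and separated the genotypes (p=0.00018, permutation), and PC3 was associated with treatment (p=0.00042, permutation).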

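Across the 200 genes changed by sudemycin D6 in both U2AF1(WT) and U2AF1(S34F) mice (edgeR, FDR<10%), the log2 fold changes in the 2 genotypes had R2=0.909 (95% confidence interval 0.881 to 0.930) and a slope of 0.826 (0.789 to 0.862), with Spearman rho=0.947, and 198 genes changed in the same direction. Genes called in both by DESeq2 (377) had R2=0.837. Without the condition on U2AF1(S34F) mice, 434 genes called in U2AF1(WT) mice had R2=0.705 and a slope of 0.60, and 392 of them changed in the same direction. All 14400 genes tested in both had R2=0.188.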

As seen at the junction level, there is a high-degree of correlation between sudemycin-induced, gene-level effects (direction and magnitude relative to vehicle) across mutant and WT genotypes (*R*^2^=0.8, *P*<2.2 × 10^−6^, F-test, events significant (FDR<10%) in both comparisons, Fig. 4f). 

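Of 14291 genes tested in every comparison, 196 changed with sudemycin D6 in both genotypes, and 90 of these also differed between U2AF1(S34F) and U2AF1(WT) mice under vehicle. The change kept one direction in 61 of the 90 and was opposite in 29. Without the condition on the other genotype, 214 of the 254 genes changed by U2AF1(S34F) under vehicle and by sudemycin D6 in U2AF1(WT) mice had the same direction, against 244 of the 701 changed by U2AF1(S34F) under vehicle and by sudemycin D6 in U2AF1(S34F) mice. Vehicle-treated mice shared by the 2 changes favour one direction in the first case and opposite directions in the second. Of the 61, 43 were called in all 5 comparisons, 4 of them higher and 39 lower. In 60 of the 61, the difference between vehicle-treated U2AF1(WT) and sudemycin-treated U2AF1(S34F) mice was larger than the genotype change under vehicle and the drug change in U2AF1(WT) mice. This difference is close by arithmetic to the genotype change under vehicle plus the drug change in U2AF1(S34F) mice, so that in genes chosen for one direction only the drug change in U2AF1(WT) mice could exceed it.

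*Egr1* fell from 160 ± 60.3 CPM in vehicle-treated U2AF1(WT) mice to 7.17 ± 2.60 in sudemycin-treated U2AF1(S34F) mice (mean ± SD, n=5, log2 fold change −4.48, standard error 0.32, edgeR FDR=8.04e-07 with Benjamini-Hochberg adjustment), where U2AF1(S34F) under vehicle gave −2.61, sudemycin D6 in U2AF1(WT) mice −2.27 and sudemycin D6 in U2AF1(S34F) mice −1.88. For *Thbs1* the change was −3.58 with both (FDR=4.42e-07, edgeR with Benjamini-Hochberg adjustment), against −2.09, −2.03 and −1.51 for the single changes in the same order. *Clec1b*, chosen after its values were seen, rose by 2.62 with both, against 1.30, 1.32 and 1.31. *Egr1* is one of 20 immediate-early genes whose mean score was higher in each vehicle-treated U2AF1(WT) mouse than in all 15 other mice, and within groups the score was lower in mice with more counts.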

We also observed cumulative effects of mutation and drug on gene expression (colour in Fig. 4f), which may result in downstream cellular pathway changes. Using GOseq, we identified pathways that were most enriched for differentially expressed genes in mutant cells treated with sudemycin D6 relative to the other genotype and treatment groups (FDR<10%). 

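Enrichment was tested for gene families taken from gene symbols, by Fisher's exact test with Benjamini-Hochberg adjustment, in place of the gene ontology terms that GOseq uses. Of 25 tested genes of the major histocompatibility complex (MHC, symbols beginning H2-), 12 changed with sudemycin D6 in U2AF1(S34F) mice, all lower (odds ratio 7.58, adjusted p=1.15e-05, exact). Of 24 tested against sudemycin-treated U2AF1(WT) mice, 20 were lower in sudemycin-treated U2AF1(S34F) mice (odds ratio 8.63), and against vehicle-treated U2AF1(WT) mice 23 changed, 22 of them lower (odds ratio 22.5). The median log2 fold change of the family in the 3 comparisons was −0.61, −0.81 and −0.99. Ribosomal protein genes changed in 3 of 87, 65 of 87 (61 higher) and 69 of 87 (67 higher), with adjusted exact p-values of 0.0579, 1.00e-11 and 2.68e-07.

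Chemokine genes changed in 3 of 15, 4 of 14 and 8 of 14 in the same order (adjusted exact p=0.367, 0.741 and 0.912), interleukins and their receptors in 10 of 51, 24 of 50 and 23 of 51 (0.142, 0.201 and 0.726), and genes of the apoptosis families in 5 of 48, 17 of 48 and 22 of 48 (1.00, 0.945 and 0.741). The apoptosis families were symbols beginning Casp, Bcl2, Tnfrsf or Tnfsf, which leaves out other genes of cell death.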

We found mutant cells treated with sudemycin D6 were enriched in biologic pathways related to immune and inflammatory responses, antigen processing and presentation, cytokine production, leukocyte differentiation, cell death and apoptotic processes, when compared with the other genotype and treatment groups (Supplementary Data 13).

## Discussion

We provide evidence suggesting that U2AF1(S34F)-expressing cells are sensitive to the splicing modulator drug sudemycin. Haematopoietic cells expressing mutant U2AF1 have reduced survival and cell cycle changes following sudemycin D6 treatment *in vitro*. *In vivo*, sudemycin D6 is capable of attenuating mutant U2AF1-associated expansion of haematopoietic progenitors in transgenic mice that is associated with increased cell death. In addition, while the effects of sudemycin D6 treatment on splicing and gene expression can be independent of the effects of mutant U2AF1 expression, sudemycin D6 treatment can also modulate splicing changes induced by mutant U2AF1(S34F) to create cumulative effects on cells *in vivo*. Together, these data indicate that mutant U2AF1(S34F)-expressing cells may have a therapeutic vulnerability to splicing modulator drugs such as sudemycin.

Previous studies using splicing modulator drugs, as well as non-pharmacological methods to target splicing factors, have indicated that the spliceosome is a promising therapeutic target for many cancer cell types^13^,^14^,^28^,^29^,^30^,^31^. Recent studies have suggested that cancers with spliceosome gene mutations may have an increased sensitivity to splicing modulator drugs like sudemycin;^32^,^33^,^34^ this study provides further evidence to support this hypothesis. Specifically, we show that mutant U2AF1 cells are sensitive to *in vivo* treatment with sudemycin. Using unbiased RNA-seq, we show that sudemycin D6 has effects on mutant U2AF1-associated splicing changes, resulting in different levels of transcript isoforms in cells expressing mutant U2AF1 compared with WT following sudemycin treatment. Ultimately, cumulative changes in isoform expression could be the cause of the mutant U2AF1-specific responses to sudemycin treatment that we observe *in vitro* and *in vivo*. Identification of critical downstream targets of sudemycin *in vivo* will likely require examination of various cellular populations within the bone marrow (including haematopoietic stem and progenitor cells) and harvesting cells at more immediate time points following drug treatment—both limitations of the current study. Future studies will focus on generating mutant U2AF1-expressing leukaemias in mice to test the efficacy of sudemycin on fully transformed haematopoietic tumours, as has recently been reported using E7107 to treat Srsf2(P95H)-expressing leukaemias^33^.

Our data and others highlight several possible mechanisms for the sensitivity of spliceosome mutant samples to splicing modulator therapy. Pathway analysis of differentially expressed genes induced by sudemycin revealed enrichment in inflammatory signalling pathways. This is consistent with the enrichment in biological pathways related to cytokine and immune signalling observed following *in vivo* treatment of Srsf2(P95H) mutant mice with the splicing modulator E7107 (ref. 33), raising the possibility that spliceosome mutant-specific phenotypes observed in mice following splicing modulator drug treatment may be driven by an altered inflammatory response in mutant cells. Whether the altered inflammatory response in mutant cells treated with splicing modulator drugs is a direct result of mutant-altered splicing or gene expression could be explored in future studies. Alternatively, it is also possible that the cumulative effect of sudemycin and mutant U2AF1 expression on pre-mRNA splicing may simply create a state of ‘spliceosome sickness' in cells by exceeding a tolerable threshold of splicing perturbations and their downstream consequences. Along these lines, other splicing modulator drugs have been shown to cause increased intron retention, R loop formation, DNA damage and cell death^28^,^29^,^31^,^35^. Spliceosome gene mutations and splicing modulator drugs may both induce these consequences in a cell, and the cumulative effect of the drug and mutation may create a toxic intracellular milieu.

Exploring the clinical utility of splicing modulator therapies in MDS patients with spliceosome mutations who have failed current therapies is warranted and currently being pursued (NCT02841540), as these patients have few treatment options. Whether excessive toxicity will occur in WT cells treated with newer splicing modulators is a major question. Initial phase I clinical trial studies using a splicing modulator, E7107, showed toxicities in some patients with solid tumours, including ocular toxicity (NCT00459823, NCT00499499). The mechanism for the toxicity is not known. Moving forward, mutant U2AF1 and other preclinical models of spliceosome mutations will be valuable in further testing the *in vivo* efficacy and toxicity of drugs that modulate splicing through various mechanisms. Collectively, our data suggest that a mutant splicing factor together with a splicing modulator drug like sudemycin may create a unique cellular toxicity that could be exploited for therapeutic purposes.

## Methods

### Isolation and drug treatment of CD34+ haematopoietic cells

Mononuclear cells from human umbilical cord blood were separated by Ficoll gradient centrifugation (each n value is a pooled set of four individual umbilical cord blood samples). CD34+ cells were enriched using autoMACS-positive selection (CD34 MicroBead Kit, Miltenyi Biotec) according to the manufacturer's instructions to achieve >90% purity of CD34+ cells. Following isolation, CD34+ cells were cultured in *X-Vivo* media (Lonza) with cytokines (SCF, FLT3L, IL3 and TPO) overnight. For whole-transcriptome sequencing with sudemycin, either sudemycin D6 (1,000 nM) or the vehicle DMSO was added to cells for 6 h, and cells were then harvested for RNA. Tissue acquisition was performed per protocol approved by the Washington University School of Medicine Institutional Review Board.

### RNA-seq of CD34+ cells treated with sudemycin

RNA was isolated from human CD34+ cells using the miRNEasy Kit (Qiagen), and removal of genomic DNA was performed via a Turbo DNA-Free Kit (Ambion). Ribosomal RNA was removed using Ribozero (Epicenter), followed by cDNA preparation and generation of stranded libraries using the TruSeq Stranded Total RNA Sample Prep Kit (Illumina). Sequencing was performed on the HiSeq2500 platform (Illumina) to generate 2 × 125 bp paired-end reads. RNA-seq data were deposited in NCBI dbGAP (phs000159.v9).

### RNA-seq analysis of human CD34+ cells treated with sudemycin

Analysis of (stranded) RNA-seq data generated from primary human CD34+ haematopoietic cells treated with sudemycin D6 was performed using the genome modelling system^36^. Reads were aligned to the human genome (hg19/NCBI build 37) using TopHat^37^ version 2.0.8, with annotations provided by Ensembl^38^ version 67. All downstream bioinformatic and statistical analyses, including calculation of *P* values using Fisher's exact test and simulation, were performed in R^39^ and python. The heatmap of gene expression was created using normalized expression values output by DESeq2 package (version 1.6.3 (ref. 40)) that was subsequently *z*-scored. DESeq2 was used to detect differentially expressed genes, and gene-set enrichment analysis was then performed by applying GOseq^41^ (version 1.18.0) to differentially expressed genes (FDR<5%, |log_2_FC|>1, DESeq2). Additional details of RNA-seq analysis of gene expression are further described in the Supplementary Methods.

Alternative splicing events were computed via rMATS^42^ (version 3.0.8). We generated the heatmap of splice junctions using ‘per cent spliced in' (PSI or Ψ) values for exon skipping and intron retention events. For downstream analyses, namely reported dysregulated events and visualization of sequence contexts below, *P* values for events passing the filter were re-adjusted for multiple hypothesis testing using the method of Benjamini and Hochberg^43^. A positive ΔPSI value indicates an event that was spliced in more often in the vehicle-treated relative to the sudemycin-treated samples. Sequence contexts of splice sites in exon skipping and intron retention events were visualized using seqLogo version 1.32.1. Dysregulated events visualized were those with |ΔPSI|>10% and having a post-filtering re-adjusted FDR<5% from rMATS. Dysregulated splicing junctions were determined by DEXSeq^4^ version 1.12.2. Only expressed junctions were analysed, and gene-set enrichment analysis was performed by applying GOseq to dysregulated junctions (FDR<5%, |log_2_FC|>1, DEXSeq). All of these are described in more detail in the Supplementary Methods.

### Creation of inducible U2AF1(S34F) and U2AF1(WT) cell lines

Doxycycline-inducible FLAG-tagged WT U2AF1 or FLAG-tagged mutant U2AF1(S34F) lentiviral expression plasmids were previously described^4^, and lentivirus was generated in 293T cells with the packaging plasmids pMD-G, pMD-Lg and REV. Concentrated virus (multiplicity of infection (MOI) of 3 for K562, MOI of 5 for OCI-AML3) was used to transduce K562 cells (ATCC, CCL243) or OCI-AML3 (DSMZ, ACC 582). Transduced cells (marked by green fluorescent protein) were isolated by flow cytometry cell sorting. Expression of mutant or WT U2AF1 was induced using the indicated concentrations of doxycycline hyclate (Sigma, St Louis, MO) in water.

### Cell line counting and BrdU incorporation assays

K562 (or OCI-AML3) cells in culture were seeded at ∼200,000 cells per ml with different concentrations of Sudemycin D6 (or with DMSO control) following 48 h of initial doxycycline treatment to induce mutant U2AF1(S34F) or U2AF1(WT) expression. Cells were counted on Days 0, 3 and 5 of drug treatment using flow cytometry counting particles (Spherotech) as per the manufacturer's recommendations, along with propidium iodide (Millipore) to exclude dead cells from counts. Day 5 data were graphed in Graphpad Prism (Graphpad Software Inc.) using a nonlinear regression best fit line of the log (drug) versus response for each genotype and treatment. Statistical differences between curves were examined by the extra sum-of-squares F-test function in Graphpad Prism. For K562 cells, 5-bromodeoxyuridine (BrdU) incorporation was performed using the BrdU Flow Kit (APC, #559619, BD Biosciences) as per the manufacturer's instructions using a 45 min pulse of BrdU of cells in culture on Day 5 of drug treatment.

### Culture of MDS/AML cells and EdU incorporation assay

Primary MDS and AML cells were cultured on irradiated (4,000 cGy) HS27 stroma as described previously^45^. Briefly, MDS or AML cells were cultured on stroma for 2–3 days and then treated with increasing doses of sudemycin D1 (or daunorubicin in Supplementary Information). MDS and AML cells were cultured with drug for 3 days and analysed for cell proliferation by EdU incorporation assay (Invitrogen) via flow cytometry. All experiments were performed on 96-well plates. Studies were performed per protocol approved by the Washington University School of Medicine Institutional Review Board and with patients' consent for sample use.

### Murine bone marrow transplant and drug infusion

To generate mice for each experiment, 1 × 10^6^ transgenic mouse donor bone marrow cells from two to three mice pooled (CD45.2) were transplanted into at least five lethally irradiated (1,100 rads) congenic WT recipient mice (C57BL/6 × 129S4Sv/Jae)F1 (CD45.1/CD45.2) per genotype, as previously described^19^. Donor mice were between 8 and 12 weeks of age, and recipient mice ranged from 6 to 12 weeks of age; donor and recipient mice were sex-matched (both sexes were used in experiments). Donor chimerism was confirmed ≥6 weeks post transplantation to ensure engraftment of transgenic bone marrow. Post-engraftment, intrajugular catheters were surgically placed for intravenous drug infusions of mice over 4 h daily for 5 days with either sudemycin D6 (50 mg kg^−1^) or vehicle control (HP-β-CD (2-hydroxypropyl)-β-cyclodextrin in phosphate buffer pH 7.4). This dose was determined by prior studies^13^. Mice received doxycycline chow to induce U2AF1(S34F) or U2AF1(WT) transgene on the day of surgery, and drug infusion began 2 days later. Mice of each group were randomly selected for treatment with sudemycin or vehicle control. Investigators were not blinded to the group allocation during the experiment or analysis. Animals were excluded from analysis if their catheters did not remain patent during the entire treatment period. Mice were euthanized for analysis the day following the last drug infusion. Sample sizes for experiments were chosen to allow for statistical comparison between groups. All mouse procedures were performed according to the protocols approved by the Washington University Animal Studies Committee.

### Mouse haematopoietic progenitor cell assay

Methylcellulose progenitor CFU-C assays were performed using Methocult GF M3434 (Stem Cell Technologies). Bulk bone marrow cells were obtained from experimental mice, and red blood cells were lysed before plating of 10,000 bone marrow cells per 1.3 ml media; each sample was evaluated in duplicate. Progenitor colonies (defined as ≥40 cells per colony) were counted following 7 days culture at 37 °C with 5% CO_2_.

### Mouse haematopoietic cell flow cytometry

For flow cytometry, all antibodies are from eBioscience (unless indicated), and catalogue number provided (if available). For haematopoietic progenitor/stem cells, we used the following antibodies (volume of antibody used in 200 μl of fluorescence-activated cell sorting (FACS) buffer for staining is also indicated): CD45.1-APC (#17-0453, 3 μl), CD45.2-PE (#12-0454, 3 μl), Biotin-conjugated lineage (Gr-1 (#13-5931, 0.25 μl), Cd3e (#13-0032, 0.5 μl), B220 (#13-0452, 0.5 μl), Ter119 (#13-5921, 0.5 μl) and CD41(#13-0411, 1 μl)), streptavidin secondary-eFluor605NC, c-Kit-APCeFluor780 (#47-1172, 1.5 μl), Sca1-PerCP-Cy5.5 (#45-5981, 0.5 μl). Flow cytometry for Annexin V+ staining of KLS cells was performed following initial staining of KLS cells as described above using Annexin V-APC (2.5 μl, BD Biosciences, #550474) incubated in 1 × Annexin V binding buffer (BD Biosciences). All other incubations occurred in FACS buffer. All flow cytometry analyses were performed using FACScan or Gallios cytometers (BD Biosciences) and analysed using the FlowJo software (FlowJo, LLC, Ashland, OR, USA).

### RNA-seq of mouse bone marrow cells *in vivo*

RNA was isolated and prepared as described above for human cells, using the miRNEasy Kit (Qiagen) followed by removal of genomic DNA via a Turbo DNA-Free Kit (Ambion) and ribosomal RNA using Ribozero (Epicenter). The cDNA preparation and generation of stranded libraries was performed using the TruSeq Stranded Total RNA Sample Prep Kit (Illumina). Sequencing was performed on the HiSeq2500 platform (Illumina) to generate 2 × 126 bp paired-end reads. The RNA-seq data have been deposited in NCBI's Gene Expression Omnibus^46^ and are accessible through the GEO Series accession number GSE89834.

### RNA-seq analysis of mouse bone marrow cells *in vivo*

Analysis of (stranded) RNA-seq data generated from U2AF1(S34F) and U2AF1(WT) murine cells treated with sudemycin D6 or vehicle was performed similarly to the human CD34+ cell analysis described above, with some differences as follows. Alignment again utilized genome model system, and reads were aligned to the mouse genome (mm9/NCBI build 37). ‘Per cent spliced in' (PSI or 

) values were calculated for all four conditions ({U2AF1(S34F), U2AF1(WT)} × {sudemycin D6, vehicle}) using rMATS. PCA was performed independently on events annotated by rMATS as skipping cassette exons or retaining introns using the *z*-scored Ψ values of these events.

To quantitate the simultaneous effect of treatment and genotype for each splicing event, we calculated the change in per cent spliced in values for the four pairwise comparisons in which the genotype (alternately, treatment) was the same in the pair, but in which the treatment (alternately, genotype) differed. We refer to the unchanged condition as the ‘context' and to the two conditions that differ as ‘A' and ‘B' and denote the corresponding change in the per cent spliced in values as 
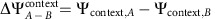
. In addition, we defined the cumulative effect in a mutant, drug-treated cell relative to a WT, vehicle-treated cell as 
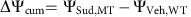
. Each of the five comparisons described were evaluated using rMATS, and *P* values for these events were then adjusted for multiple hypothesis testing as described above. Scatterplots were then plotted of cassette exon-skipping events dysregulated by sudemycin in both U2AF1(WT) and U2AF1(S34F) contexts (

>1%, 

>1%, FDR<10% in both comparisons). To highlight cumulative cassette exon-skipping effects, ‘trajectories' comparing Ψ values to the ‘baseline' 

 were plotted. Events that were significant in all five comparisons (that is, 

>1%, 

>1%, 

>1%, 

>1%, 

>1%, with FDR<10% in all comparisons) were plotted; the latter condition ensures that visually discernible differences are statically significant and not attributable to statistical noise. Additional details of this can be found in the Supplementary Methods.

Non-additive (that is, super-additive synergistic or sub-additive antagonistic) interactions between drug and mutation were assessed in DEXSeq by comparing a generalized linear model that included main effects for drug and mutation with a second model that additionally included an interaction term representing drug/mutation synergy or antagonism.

As above, splice site sequence contexts of exon-skipping events dysregulated by sudemycin D6 (

>1%, FDR<10%) and corresponding unperturbed control events (

>0.1%, FDR>50%) were plotted using seqLogo. Similarly, sequence contexts were displayed for events dysregulated (

>1%, FDR<10%) or unaffected (

>1%, FDR>50%) by U2AF1(S34F).

At the gene-level, PCA was performed as described above for human expressed genes. Genes differentially expressed within the above-described five conditions were determined via DESeq2. Scatterplots were then made comparing log_2_ fold changes of genes dysregulated by sudemycin in both U2AF1(WT) and U2AF1(S34F) contexts (FDR<10% in both comparisons). Pathways enriched (FDR<10%) for genes differentially expressed between U2AF1(S34F), sudemycin-treated cells and U2AF1(WT) and/or vehicle-treated cells were independently determined in a pairwise manner using GOseq. Again, expanded details of this approach can be found in the Supplementary Methods.

### Data availability

All relevant data generated in this study are available at data-deposition sites. For human CD34+ cells treated with sudemycin D6 *in vitro*, data are available at NCBI dbGAP (phs000159.v9). For transgenic mice expressing mutant U2AF1(S34F) or U2AF1(WT) and treated with sudemycin D6 *in vivo*, data are available at Gene Expression Omnibus (GSE89834).

## Additional information

**How to cite this article:** Shirai, C. L. *et al*. Mutant U2AF1-expressing cells are sensitive to pharmacological modulation of the spliceosome. *Nat. Commun.* **8,** 14060 doi: 10.1038/ncomms14060 (2017).

**Publisher's note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures, Supplementary Methods and Supplementary References

Supplementary Data 1 Genes differentially expressed (DESeq, FDR<5%, |log2FC>1|) in primary human CD34+ hematopoietic cells treated with Sudemycin D6.

Supplementary Data 2 Differentially spliced junctions (FDR<5%, |delta percent spliced in or PSI (Δψ)|>10%) in primary human CD34+ hematopoietic cells treated with Sudemycin D6.

Supplementary Data 3 Pathways enriched (GOseq FDR < 0.1) in differentially spliced genes in primary human CD34+ hematopoietic cells following treatment with sudemycin D6.

Supplementary Data 4 Pathways enriched (GOseq FDR < 0.1) in differentially expressed genes in primary human CD34+ hematopoietic cells following treatment with sudemycin D6.

Supplementary Data 5 Differentially spliced junctions (FDR<10%, |delta percent spliced in or PSI (Δψ)|>1%) between vehicle-treated mutant and wildtype U2AF1-expressing bone marrow cells in vivo.

Supplementary Data 6 Differentially spliced junctions (FDR<10%, |delta percent spliced in or PSI (Δψ)|>1%) between vehicle-treated and sudemycin D6-treated wildtype U2AF1-expressing bone marrow cells in vivo.

Supplementary Data 7 Differentially spliced junctions (FDR<10%, |delta percent spliced in or PSI (Δψ)|>1%) between vehicle-treated and sudemycin D6-treated mutant U2AF1-expressing bone marrow cells in vivo.

Supplementary Data 8 Differentially spliced junctions (FDR<10%, |delta percent spliced in or PSI (Δψ)|>1%) between sudemycin-treated mutant and wildtype U2AF1-expressing bone marrow cells in vivo.

Supplementary Data 9 Differentially spliced junctions (FDR<10%, |delta percent spliced in or PSI (Δψ)|>1%) between vehicle-treated wildtype U2AF1- and sudemycin D6-treated mutant U2AF1-expressing bone marrow cells in vivo.

Supplementary Data 10 List of "high confidence" splice junctions that are differentially spliced by mutant U2AF1(S34F) in mouse bone marrow cells.

Supplementary Data 11 List of "high confidence" splice junctions that are differentially spliced by sudemycin D6 in mouse bone marrow cells.

Supplementary Data 12 Genes differentially expressed between vehicle-treated and drug-treated wildtype U2AF1- and mutant U2AF1-expressing bone marrow cells (FDR<10%) in vivo.

Supplementary Data 13 Pathways enriched (GOseq FDR < 0.1) in genes differentially expressed between vehicle-treated and drug-treated wildtype U2AF1- and mutant U2AF1-expressing bone marrow cells in vivo.

## Figures and Tables

**Figure 1:**
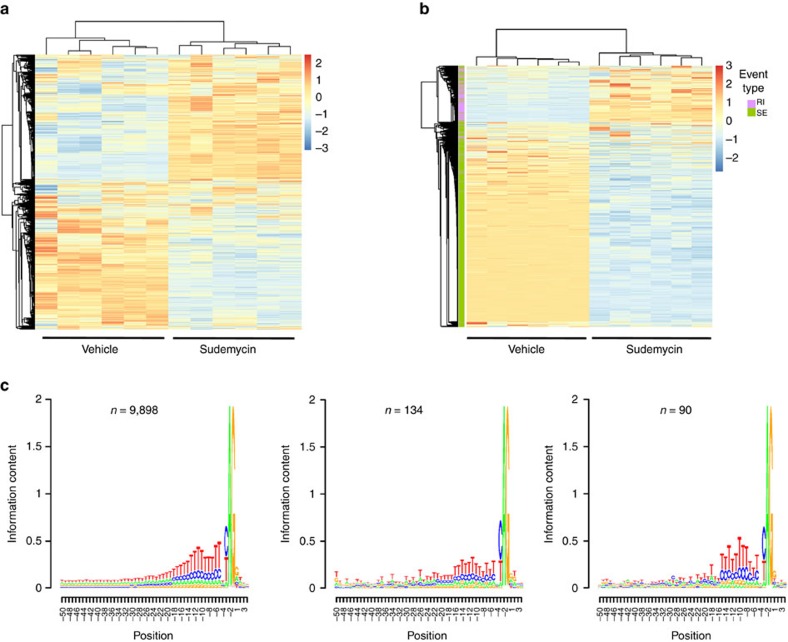
Sudemycin D6 alters gene expression and pre-mRNA splicing in primary human CD34+ haematopoietic cells. Whole-transcriptome (that is, RNA-seq) analysis was performed on CD34+ cells isolated from human umbilical cord blood following treatment of samples with 1,000 nM Sudemycin D6 or DMSO vehicle for 6 h (*n*=6). Unsupervised hierarchical clustering of (**a**) expressed genes and (**b**) splice junctions. Skipped exons (SE, green) and retained introns (RI, purple) event types are visualized. Values are *z*-scores computed from regularized logarithm values for genes and from per cent spliced in (PSI or Ψ) values for splicing events. (**c**) Intronic sequence contexts of cassette exon 3′ splice sites skipped more often in sudemycin- relative to vehicle-treated cells (FDR<5%, |ΔΨ|>10%, left panel) or skipped more often in vehicle-relative to sudemycin-treated cells (FDR<5%, |ΔΨ|>10%, middle panel), along with a context of unperturbed control exons (FDR>50%, |ΔΨ|<0.1%, right panel). Position is relative to the first base in the exon.

**Figure 2:**
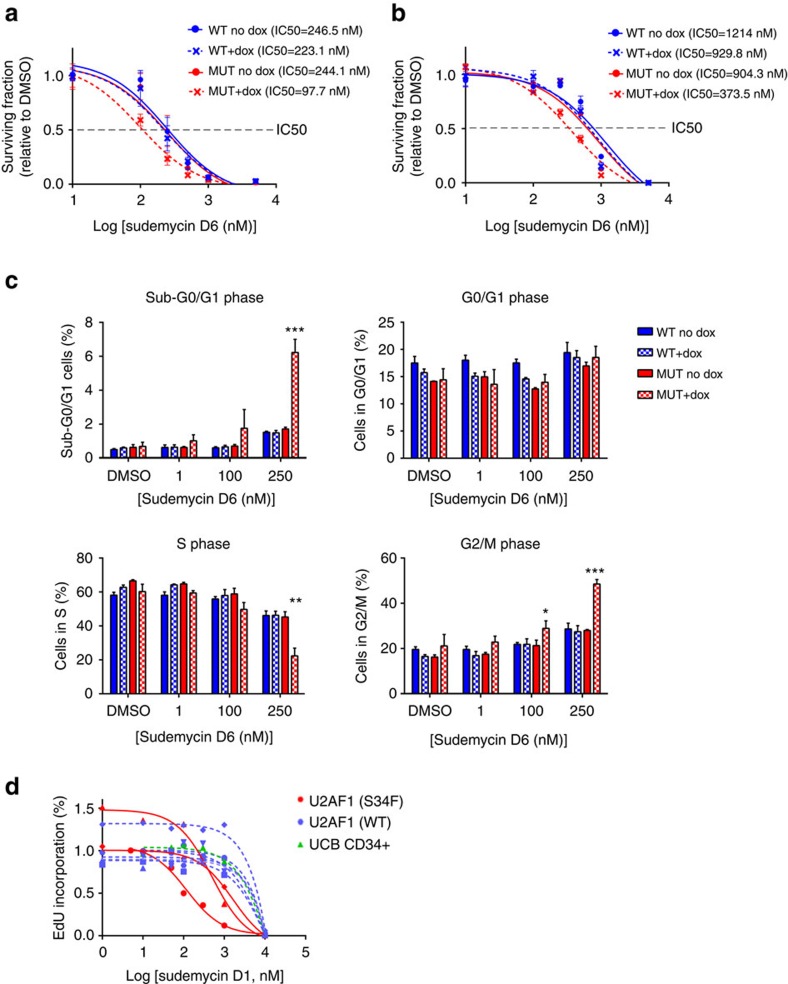
Mutant U2AF1(S34F)-expressing cells display increased sensitivity to sudemycin D *in vitro.* (**a**) K562 cells (*n*=6 for control groups, *n*=9 for U2AF1(S34F) treated with doxycycline) or (**b**) OCI-AML3 cells (*n*=3 for all groups) with stably integrated, doxycycline-inducible U2AF1(WT) or mutant U2AF1(S34F) were cultured with increasing concentrations of sudemycin D6 concurrently with doxycycline (250 ng ml^−1^, where indicated) for 5 days following 2 days of initial induction of mutant or WT U2AF1; total cell numbers were measured. The surviving fraction of cells is shown. IC50, inhibitory concentration at 50% of maximum cell survival. (**c**) K562 cell cycle phases were determined using BrdU/7AAD (*n*=3, representative of two experiments; *P<0.05, **P<0.01, ***P<0.001 statistics calculated with two-tailed *t-*tests of MUT + dox samples compared with each control group at a given concentration of sudemycin D6, and the least significant value is given for each group; mean values with s.d. shown). (**d**) Primary human MDS or AML cells (both mutant U2AF1(S34F) samples (*n*=3) and those wild type for *U2AF1* (*n*=6)) or normal umbilical cord blood CD34+ cells (*n*=1) were cultured on irradiated HS27 stroma, and proliferation (EdU incorporation) was measured after 3 days of exposure to increasing concentrations of sudemycin D1.

**Figure 3:**
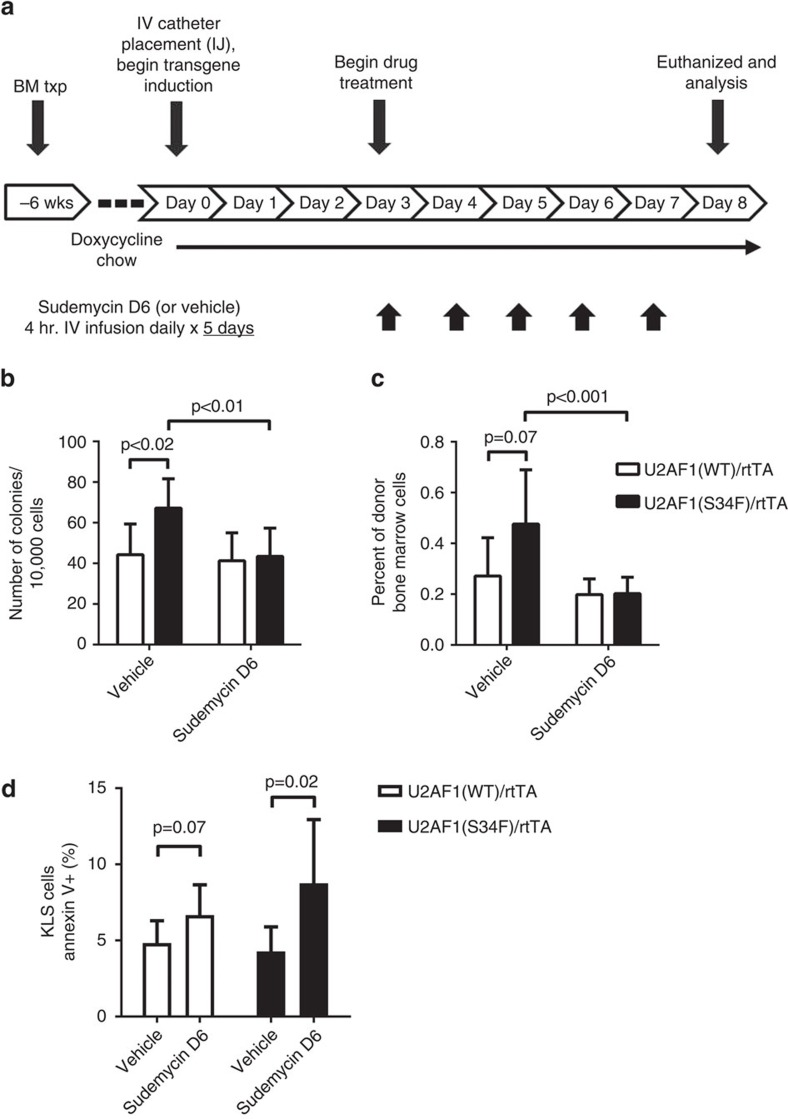
Sudemycin D6 treatment attenuates mutant U2AF1-induced progenitor cell expansion in U2AF1(S34F) transgenic mice. (**a**) Schema of sudemycin treatment of transgenic mice *in vivo*. Doxycycline-inducible U2AF1(S34F) or U2AF1(WT) transgenic mouse bone marrow was transplanted into recipient mice. Intrajugular (IJ) catheters were placed for IV drug infusions, which were performed over 4 h for 5 days. (**b**) Haematopoietic progenitor CFU-C colony-forming assay and (**c**) flow cytometry for haematopoietic stem and progenitor (HSPC) cell surface markers (c-Kit+, lineage−, Sca1+, KLS, right panel) on U2AF1(WT)- or (S34F) mutant-recipient mouse bone marrow following treatment is shown (*n*=6 for both U2AF1(WT) conditions, *n*=7 for vehicle-treated U2AF1(S34F), *n*=11 for sudemycin D6-treated U2AF1(S34F)). (**d**) Annexin V+ KLS cells were quantified in the bone marrow of mice following *in vivo* sudemycin treatment as described above (*n*=7–9). Data pooled from two independent experiments (**b**–**d**); statistics calculated using two-tailed *t*-tests for each comparison shown; mean values with s.d. shown.

**Figure 4:**
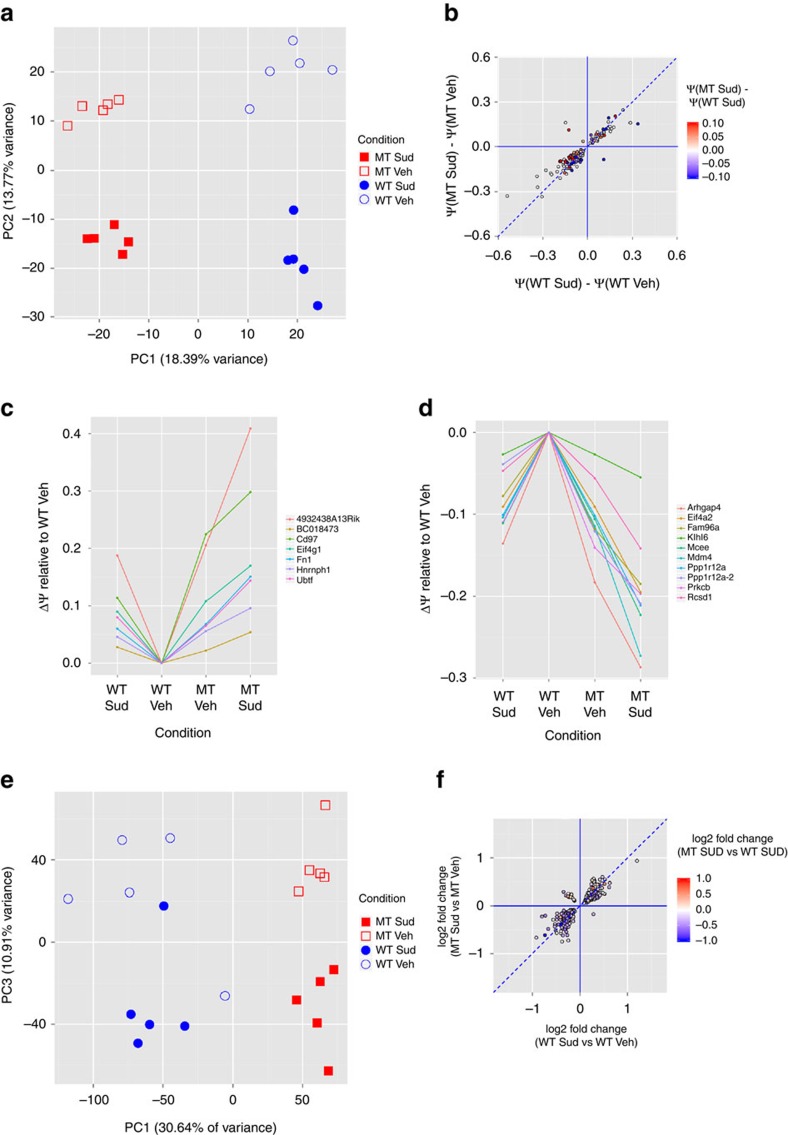
Sudemycin D6 treatment alters splicing and gene expression in mutant U2AF1-haematopoietic cells. RNA sequencing and transcriptome analysis was performed on RNA harvested from mouse bone marrow cells expressing mutant U2AF1(S34F) or U2AF1(WT) following treatment of mice with sudemycin D6 (50 mg kg^−1^) or vehicle control for 5 days (*n*=5 per genotype and treatment). (**a**) PCA of normalized expression of skipped cassette exon events. (**b**) Correlation between sudemycin-induced changes relative to vehicle treatment in cassette exons of U2AF1(WT) cells 
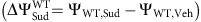
 (FDR<10%) and of mutant U2AF1(S34F) cells 
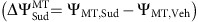
 (FDR<10%; *R*^2^=0.8; *P*<2.2 × 10^−16^, F-test). Dashed line indicates similar effects in U2AF1(WT) and U2AF1(S34F) cells 
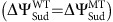
. Colour scale indicates cumulative splicing changes of U2AF1(S34F) expression with sudemycin treatment (that is, 
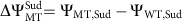
), with red being a positive change, blue being a negative change, and white being no difference between sudemycin-treated U2AF1(S34F) and U2AF1(WT) cells. (**c**,**d**) Delta PSI (

) for each condition on the horizontal axis relative to vehicle-treated U2AF1(WT) cells ((

)=0) for events that are significantly dysregulated across all five comparisons (see Supplementary Methods), have concordant sudemycin-induced dysregulation across genotype (that is, 

 and 

 have the same direction), and in which the sudemycin effect is exacerbated by mutation. The cumulative effect on cassette exons induced by both mutant U2AF1 and sudemycin D6 treatment relative to vehicle-treated WT cells, 

, may result in increased exon skipping (positive values, **c**) or increased exon inclusion (negative values, **d**). (**e**) PCA of normalized expression of expressed genes. (**f**) Correlation between sudemycin-induced changes relative to vehicle treatment (expressed as log_2_ fold changes, FDR<10%) in U2AF1(WT) and U2AF1(S34F) cells (*R*^2^=0.8; *P*<2.2 × 10^−16^, F-test). Dashed line indicates log_2_ fold changes induced by sudemycin are the same in U2AF1(WT) and U2AF1(S34F) cells. Colour scale indicates cumulative contribution of mutant U2AF1 expression to sudemycin-induced gene expression changes, that is, log_2_ fold change of gene expression altered by sudemycin in mutant U2AF1(S34F) cells relative to U2AF1(WT) cells, with red being a positive change, blue being a negative change and white being no difference. U2AF1 mutant (MT), sudemycin D6 (Sud), U2AF1 WT, vehicle (Veh), principal component 1 (PC1), principal component 2 (PC2), principal component 3 (PC3), per cent spliced in (PSI, Ψ).

How the deposited data were processed for this re-analysis (not part of the article)

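Bulk bone marrow RNA of 20 recipient mice was analysed, in 4 groups of 5: vehicle-treated U2AF1(WT), sudemycin-treated U2AF1(WT), vehicle-treated U2AF1(S34F) and sudemycin-treated U2AF1(S34F). The paper states that transgenes were induced for 7 days, that sudemycin D6 was given at 50 mg per kg per day for 5 days, that RNA was taken 18 h after the last dose, and that marrow cells from several donor mice were pooled before transplantation. Paired-end reads of 126 bp from stranded total RNA depleted of ribosomal RNA were aligned by the authors with TopHat to NCBI build 37 of the mouse genome. The authors deposited the number of reads on each of 37620 genes as counts (whole numbers without normalization), and the number of reads on each of 554616 splice junctions as counts. The program that counted the reads on genes is not stated in the text examined. A further column gives the number of exons that each junction skips, which was used only to read the table. Gene symbols, chromosomes and splice sites came from an annotation of the same genome build.

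The counts on genes summed to between 41145892 and 62138138 per mouse with a median of 51836276, and the counts on junctions had a median sum of 52634698. A group at or under 3 counts in every mouse was treated as at the floor, and fold differences against it were computed as lower bounds.

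Genes were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, quasi-likelihood fit), with Benjamini-Hochberg adjustment at FDR<10%, the threshold of the paper. Values of log2 CPM used a prior count of 2, and log2 fold changes used the default of edgeR. Each of 5 comparisons was fitted on its own 10 mice: the genotypes under vehicle, the genotypes under sudemycin D6, the drug in each genotype, and vehicle-treated U2AF1(WT) against sudemycin-treated U2AF1(S34F) mice. The interaction of genotype and drug was fitted on all mice. Alternatives for genes were DESeq2 1.42.0, DESeq2's size factors in edgeR, other filters on low counts, autosomal genes alone, one model of all mice, a stricter FDR, a minimum log2 fold change of 1, a replicate block, and leaving out each mouse in turn.

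Splicing events were built from junctions whose ends are annotated and that had reads (181355 junctions), as cassette exons, alternative 3′ and 5′ splice sites and mutually exclusive exons. Ψ rests on junction reads, without reads inside exons or introns, and retained introns were not analysed here. Ψ of a cassette exon divides the inclusion reads by the 2 junctions they can fall on. An event was tested when it had a mean of at least 10 reads per mouse and both isoforms had reads. The inclusion and skipping counts of the mice were tested together in edgeR, with 1 coefficient for each mouse and 1 for the group effect on the ratio. The negative binomial dispersion was set to 0 and all variation beyond Poisson was left to the quasi-likelihood term. This formulation was chosen after 14 had been run on one comparison, of which 12 gave no call. In the simulation used to check it, reads came in copies and the mice varied on the logit scale, with sizes chosen here that favour it over an estimated dispersion. limma 3.58.1 on Ψ, other read minimums, other limits on |ΔΨ|, Ψ without division by the number of junctions, one model of all mice, the replicate block and leaving out each mouse were the alternatives. The base composition of 3′ splice sites and the lengths and base content of exons and introns were compared with control exons (FDR>50%) by Fisher's exact tests and permutation tests, which were not part of the initial design. PCA used scaled values, with permutation tests of 1e+05 resamples for each component.

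On simulated data with the depth of these mice, edgeR recovered 178 of 200 genes with a log2 change of 1 at a share of 7.29% false calls. It recovered 46.0% of genes with a log2 change of 0.58, at 12.4% false calls. For cassette exon events it recovered 152 of 200 with 7.88% false calls, where an estimated dispersion recovered 4.50%. The simulated splicing change was 0.2 in the share of inclusion reads, in well-covered events, which is larger than most called changes. The edgeR tests recovered 78.5% of simulated gene interactions with 10.3% false calls, and 44.5% of splicing interactions of the same simulated size with 11.0%. With no simulated change edgeR called 0 genes and 5 events.

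The genes and events named were fixed by a rule: those the paper names in its text or in Fig. 4c,d, *U2af1*, *Xist* and 4 Y-linked genes, and in each comparison the 3 genes or cassette exons with the largest change among those called whose groups do not overlap and that pass a minimum of expression. Outside this rule, *Clec1b*, the interaction genes *Gla* and *Per1*, exons called in all 5 comparisons and interaction events were chosen after their values were seen. Gene families were taken from symbols, since gene ontology terms were not analysed here, and marker genes of 6 lineages, immediate-early genes and interferon-stimulated genes were listed before they were tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for events, sequences and plots. Intervals cover the sampling of events or reads and not differences between pools of donor marrow. Recipients of one genotype may share a pool. The p-values, counts and divisions between the genotypes treat recipients as independent and do not cover such differences either.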

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

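The tests of the sex-linked genes and of the genotype labels and the test for single mice with a strong immediate-early response were chosen only after the result was seen.

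A single mouse lay apart from the other 4 mice of its group in 12 of the 133 groups of 5 that were tested among the named genes and exons, where 6.65 would by chance, and 7 further groups at the floor were not tested. Among genes these were *Lars2* in sudemycin-treated U2AF1(WT) replicate 12 (2544 CPM, the others 25.7 to 542), *Cxcl2* in vehicle-treated U2AF1(S34F) replicate 1 (24.5 CPM, the others 2.62 to 5.24), *Atf3* in vehicle-treated U2AF1(WT) replicate 1 (97.3 CPM, the others 58.7 to 67.4), *Egr1* in sudemycin-treated U2AF1(S34F) replicate 10 (11.7 CPM, the others 5.62 to 6.36), *Vcan* in vehicle-treated U2AF1(S34F) replicate 5 (111 CPM, the others 26.1 to 50.0) and *Trim12a* in sudemycin-treated U2AF1(S34F) replicate 2 (6.46 CPM, the others 2.88 to 3.75). Among cassette exons they were those of *BC018473* in sudemycin-treated U2AF1(WT) replicate 6 (Ψ 0.0565, the others 0.0763 to 0.0799), *Fam96a* in sudemycin-treated U2AF1(WT) replicate 8 (0.937, the others 0.860 to 0.880), *Klhl6* in vehicle-treated U2AF1(WT) replicate 2 (0.923, the others 0.964 to 0.976) and vehicle-treated U2AF1(S34F) replicate 7 (0.946, the others 0.918 to 0.925), *Mcee* in sudemycin-treated U2AF1(S34F) replicate 2 (0.761, the others 0.579 to 0.623) and *Mdm4* in vehicle-treated U2AF1(WT) replicate 2 (0.633, the others 0.748 to 0.770). The mice lie in all 4 groups. No biological explanation was tested for single mice.

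The response to sudemycin D6 differed between the genotypes, by the interaction test, in 3 genes: *Gla* by 1.12 (log2, FDR=0.000448), *Atf3* by 2.39 (FDR=0.000622) and *Per1* by 1.71 (FDR=0.0706), all from edgeR with Benjamini-Hochberg adjustment. *Atf3* and *Per1* are among the immediate-early genes treated below. Of 60 divisions of the mice made like the real one, 6 gave as many genes, the real one included, with 729 in the highest. For splicing events, ΔΨ differed by 0.0202 and 0.323 in *Add1*, 0.0473 in *Cd177*, −0.0487 in *Myst2*, and 0.00782 and 0.00756 in *Chi3l3* (edgeR FDR=0.0790 each, with Benjamini-Hochberg adjustment). Of 30 divisions, 5 gave as many events, the real one included, with 170 in the highest. Neither count of interactions can be told apart from what other divisions of the same mice give.

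*Xist* and the Y-linked genes, which the paper's text does not discuss, separate the genotypes. All 20 mice follow their genotype, with *Xist* above the 4 Y-linked genes in U2AF1(WT) mice and below them in U2AF1(S34F) mice, and 0 mice go against the pattern. Both counts restate the observation from which they were chosen and test no explanation of it. Whether mice carry the label of the other genotype was tested on splicing, over exons not chosen by genotype. The mean Ψ (relative to the mean of the 20 mice) of 8791 exons with a T at the −3 position, less that of 14193 exons with a C, was 0.00699 to 0.00959 in U2AF1(WT) mice and −0.0132 to −0.00459 in U2AF1(S34F) mice. The sign is that of the paper's finding for U2AF1(S34F), and 0 mice lay on the side of the other genotype, so mice labelled with the other genotype are not the source of the pattern. In U2AF1(S34F) mice *Eif2s3y* was at least 1053-fold, *Ddx3y* at least 540-fold, *Kdm5d* at least 501-fold and *Uty* at least 303-fold higher than in U2AF1(WT) mice, 9 of 10 of which were at or under the floor for *Uty* and all for the others. The pattern cannot be told apart from a sex of the sequenced marrow cells that follows the genotype. Sex and the mutation cannot be told apart in comparisons of gene expression between the genotypes. Among splicing changes the base at −3 is a mark of the mutation for the exons as a set. It does not separate sex from the mutation for a single exon, such as that of *4932438A13Rik* with an A at −3. Among autosomal genes 94.9% of the called genes remained in the genotype comparison where fewer did, so the sex-linked genes themselves make up few of the calls. This does not test whether sex acts on autosomal genes.

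The mean score of 20 immediate-early genes was 1.63 higher (SD units over the mice) in vehicle-treated U2AF1(WT) mice than in the others. It lay between 0.673 and 1.61 in these mice, and 5 of the 5 lay above all 15 other mice, so single mice with a strong response are not its source. Within groups, the score fell as the total count rose (Pearson r −0.582, permutation p=0.0466; Spearman rho −0.543, permutation p=0.0275; r −0.592 without the 2 mice farthest from the median total). Vehicle-treated U2AF1(WT) mice have the smallest median total, but 2 of them (52337255 and 53492246 counts, scores 1.20 and 0.673) exceed every sudemycin-treated U2AF1(WT) mouse in total and in score (at most 51335297 counts and a score of 0.520). Library size is therefore associated with the score within groups and does not by itself account for the difference between the groups. Whether handling of the marrow, or the mutation and the drug, account for it was not tested, which limits what the falls of *Egr1* and *Atf3* say.

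*Lars2* counts were 5.29 higher (log2) in sudemycin-treated U2AF1(S34F) than in vehicle-treated U2AF1(WT) mice, while the reads on its splice junctions changed by −0.60 (454 to 999 spliced reads per mouse, exact permutation p=0.00794). Reads of ribosomal RNA counted on the gene may therefore make up the rise, which would then reflect the depletion of ribosomal RNA and not expression of the gene.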

How the results depend on the processing

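The estimated dispersion, the other formulations of the splicing test, the fits without a block in the mice of the replicate block, and limma for the shares, correlations and cumulative exons were chosen only after the result was seen. For results that changed, the cause was not tested. The authors' own FDR and ΔΨ were not run as an alternative, and the deposited counts hold neither. The paper's supplement gives ΔΨ for the events it lists, and values for named exons are compared below.

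The count of changed cassette exon events rests most on how the variation among mice is modelled. An estimated dispersion gave 0 in each comparison, except 173 between vehicle-treated U2AF1(WT) and sudemycin-treated U2AF1(S34F) mice, with 1813 events at an unadjusted p under 0.05 for the drug in U2AF1(WT) mice, 1888 for it in U2AF1(S34F) mice, 2630 for the genotypes under vehicle and 2459 under sudemycin D6. The other formulations of the test gave between 0 and 902 for the drug in U2AF1(WT) mice. limma gave 340 for the genotypes under vehicle, 396 under sudemycin D6, 104 for the drug in U2AF1(WT) mice and 170 in U2AF1(S34F) mice. With |ΔΨ|>10% the counts were 325, 266, 115, 104 and, for mutation and drug together, 558. One model of all 20 mice gave 498 for the drug in U2AF1(WT) mice and 189 in U2AF1(S34F) mice, the reverse of their order in the separate fits. Of the listed U2AF1(S34F) targets limma called 28.5% and the estimated dispersion 0%, and of the sudemycin targets 15.7% and 0%. The splicing interaction gave 0 events with limma (1678 at an unadjusted p under 0.05) and 0 with the estimated dispersion (2031). R2 and slope of the drug effects were 0.677 and 0.484 over events called in U2AF1(WT) mice and 0.0795 and 0.228 over all events. Events changed by mutation and by drug in one direction numbered 59 under the looser definition, and limma gave 0 in all 5 comparisons (51 at an unadjusted p under 0.05).

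Genes with a log2 fold change over 1 numbered 839 and 783 for the genotypes under vehicle and under sudemycin D6, 153 and 248 for the drug in U2AF1(WT) and U2AF1(S34F) mice, and 1217 for both together. DESeq2 gave 844 for the drug in U2AF1(WT) mice and 116 interactions, and on simulated data it made 23.8% false calls where edgeR made 7.29%. One model of all 20 mice gave 1084 for the drug in U2AF1(WT) mice and 801 in U2AF1(S34F) mice, the reverse of their order in the separate fits. R2 and slope were 0.705 and 0.60 over genes called in U2AF1(WT) mice, 0.188 and 0.425 over all genes, and R2 was 0.837 with DESeq2. On unscaled values PC2 was associated with treatment (permutation p=0.0312). At FDR<1% the odds ratio of chemokines reversed to 0 for the drug in U2AF1(S34F) mice (3 of 15 genes at FDR<10%) and to 1.09 for the genotypes under sudemycin D6, and that of ribosomal protein genes for both together was 1.19 and no longer past the threshold.

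Leaving out each mouse in turn gave 182 to 702 genes for the drug in U2AF1(WT) mice, 931 to 1759 in U2AF1(S34F) mice, and 2 to 86 interactions. It gave 502 to 718 cassette exon events for the genotypes under vehicle, 411 to 770 under sudemycin D6, and 203 to 311 for the drug in U2AF1(S34F) mice. Within 1.5 times their counts stayed the genes of the genotypes under vehicle (4832 to 6976) and under sudemycin D6 (4375 to 5814), and the cassette exon events for the drug in U2AF1(WT) mice (184 to 278). For the drug in U2AF1(S34F) mice the log2 fold changes of *Uty* (−0.112 to 0.0118) and *Ddx3y* (−0.127 to 0.0702) changed sign, as did those of *Atf3* (−0.15 to 0.09) and *Trim12a* (−0.45 to 0.03) there, of *Car1* between the genotypes under vehicle (−0.28 to 0.09) and of *Vcan* for the drug in U2AF1(WT) mice (−0.64 to 0.02), none of which was called with all mice. So did ΔΨ of the *Ppp1r12a* exon at 107690381 between the genotypes under vehicle (−0.0232 to 0.0119).

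Of the summary results, 92 of 156 values under the other alternatives kept their direction and side of the threshold or stayed within 1.5 times, as did 173 of 190 with a mouse left out. Of the values for named genes 207 of 208 did so under the alternatives. Of those for named exons 474 of 638 did, with 157 weaker, 5 stronger and 2 reversed.

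In the replicate block, mice of the 2 genotypes that share a number were paired, though they are different animals. The mean r of same-numbered mice under vehicle and under sudemycin D6 was 0.0596 and 0.0762 for genes (other pairs −0.00891 and −0.0136) and 0.00118 and 0.0170 for cassette exon events (other pairs −0.000118 and −0.00323), slightly higher for same-numbered mice in each case and close to 0. With the replicate block 13 cassette exon events (1487 at an unadjusted p under 0.05) and 223 were called for the genotypes under vehicle and under sudemycin D6, against 125 and 468 in the same mice without it. Genes numbered 4506 and 3752 with the block and 5200 and 3948 without it. Of the listed U2AF1(S34F) targets 2.42% were called with it and 14.5% without it. ΔΨ of the *Ppp1r12a* exon at 107690381 was 0.00381 in these mice, a reversal from −0.00713. Fewer calls with the block do not show a smaller difference.

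The depth of 34384214 or more junction reads per mouse limits ΔΨ of exons with few reads. Of simulated splicing interactions, each a shift of 0.2 in the share of inclusion reads of a well-covered event, 44.5% were recovered. The median |ΔΨ| of events called for sudemycin D6 was 0.0854 in U2AF1(WT) and 0.0729 in U2AF1(S34F) mice. The recovery does not carry over to changes of that size.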

Differences from the paper's values

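The likelihood-ratio form of the splicing test was chosen only after the result was seen.

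The paper reports 657 cassette exon events changed by sudemycin D6 in U2AF1(WT) mice, 388 of them skipped more, where 275 and 167 were found here. Of the alternatives set before the data were examined, one model of all 20 mice gave 498 and 288, within 1.5 times the paper's counts, and the others did not. A likelihood-ratio test, run after seeing the data, gave 902, which is also within 1.5 times of 657. For sudemycin D6 in U2AF1(S34F) mice the paper's supplement lists 498 cassette exon events against 316 here, and no alternative closed that gap.

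For cassette exon events called in both genotypes, the paper gives R2=0.8 between the sudemycin effects against 0.908 here. The alternatives gave 0.677 (events called in U2AF1(WT) mice) and 0.0795 (all events). The 18 events called in both genotypes by limma, chosen after the result was seen, gave 0.914. None of these closed the gap. For genes the paper gives R2=0.8 against 0.909 here. DESeq2, set before the data were examined and named in the paper's methods, gave 0.837, which rounds to the paper's value at the precision it prints, though it lies further from it than the error of R2 here. The values 0.705 (genes called in U2AF1(WT) mice) and 0.188 (all genes) did not close the gap. The paper reports 136 splicing events with an interaction of drug and genotype against 6 here, and limma gave 0 (1678 with an unadjusted p under 0.05).

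In Fig. 4a, PC1 holds about 18% and PC2 about 14% of the variance, read by eye, against 9.71% and 8.23% here. Unscaled values gave 10.6% and 8.90%, which do not close the gap.

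The paper's supplement lists 836 genes changed by sudemycin D6 in U2AF1(WT) mice against 443 here. DESeq2 gave 844, one model of all 20 mice gave 1084, and edgeR without vehicle-treated U2AF1(WT) replicate 2 gave 702, each within 1.5 times the paper's count. The other alternatives set before the data were examined did not close the gap.

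The ΔΨ values of the paper's supplement have signs opposite to the second group minus the first as computed here, and they are reversed for the comparison. In the sizes given in the paper's text, where the values stand for skipping, ΔΨ of the *4932438A13Rik* exon is 0.205 between the genotypes under vehicle against 0.142 here, and 0.409 for mutation and drug together against 0.318 here. None of the alternatives set before the data were examined closed either gap. In the paper's supplement, ΔΨ of the *Fam96a* exon (sign reversed) is −0.118 between the genotypes under vehicle against −0.0840 here, −0.107 between them under sudemycin D6 against −0.0748, and −0.185 for mutation and drug together against −0.129. Leaving out vehicle-treated U2AF1(S34F) replicate 5 closed the first gap (−0.0922), leaving out any of 5 mice closed the second (−0.0860 without sudemycin-treated U2AF1(S34F) replicate 6), and nothing closed the third. For the *Eif4g1* exon under sudemycin D6 the paper's ΔΨ between the genotypes is 0.079 against 0.0504 here. It was 0.0609 without sudemycin-treated U2AF1(WT) replicate 10, 0.0551 and 0.0569 without sudemycin-treated U2AF1(S34F) replicates 2 and 6, and 0.0561 in the mice of the replicate block, which closed the gap. For the *Mdm4* exon the paper's ΔΨ is −0.169 between the genotypes under sudemycin D6 against −0.0854 here, and −0.273 for mutation and drug together against −0.187. The first gap was closed without sudemycin-treated U2AF1(WT) replicate 12 (−0.109), without sudemycin-treated U2AF1(S34F) replicate 12 (−0.0985) and in the mice of the replicate block (−0.0995), and the second was not closed. Over the 18 exons of Fig. 4c,d found in the paper's supplement, 95 of 95 values of ΔΨ had the same sign here once the supplement's sign was reversed, 8 differed and the paper's was the larger in size in 62. Values of the *4932438A13Rik* exon taken from the paper's text kept their sign in this count, though the text states them as skipping.

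The paper states that the mutation and sudemycin D6 each increase skipping of the *4932438A13Rik* exon. Here Ψ rose by 0.142 and by 0.158, which is more inclusion. Ψ of all 7 exons of Fig. 4c rose with mutation and drug together, by 0.0534 to 0.318. The paper states that the events of Fig. 4d are included more. Here Ψ fell in 10 of the 12 events of these genes, with ΔΨ from −0.0591 in *Klhl6* to −0.297 in *Arhgap4*, and rose in 1 event each of *Eif4a2* (0.209) and *Ppp1r12a* (0.108). With its sign reversed as above, the paper's supplement has 388 of 657 events skipped more under sudemycin D6 in U2AF1(WT) mice. That is the count in the paper's text, and 647 of the 648 events tested had the sign found here. Read so, the supplement's values for the exons of Fig. 4c,d have the direction found here. The paper's text and legend state the reverse of it. The legend of Fig. 4 states that the events of panels c and d are changed in all 5 comparisons. Here this held for the exons of *4932438A13Rik*, *Fn1*, *Arhgap4* and *Fam96a* and for 1 event each of *Eif4a2* and *Ppp1r12a*, and each of the others was not called in at least one comparison, such as *Cd97* (FDR=0.180) and *Prkcb* (FDR=0.336) for the drug in U2AF1(S34F) mice (edgeR with Benjamini-Hochberg adjustment). One model of all 20 mice called *Ubtf*, *Mcee*, *Mdm4* and *Rcsd1* for the drug in U2AF1(WT) mice, and no read minimum called *Cd97* for it in U2AF1(S34F) mice. With one mouse left out, *Cd97* was called for the drug in U2AF1(S34F) mice, *Mdm4* for it in U2AF1(WT) mice, *BC018473*, *Klhl6* and *Mdm4* between the genotypes under vehicle, and *Ubtf* and *Mdm4* between them under sudemycin D6, each in at least 1 such fit. The paper names pathways of cytokine production and apoptosis among those enriched in sudemycin-treated mutant cells. Here families of chemokine, interleukin and apoptosis genes taken from symbols were not enriched in any of the 3 comparisons (odds ratios tested by Fisher's exact test, smallest p=0.142 with Benjamini-Hochberg adjustment). These families are small and are not the gene sets that the paper tested, so their result does not contradict the paper's pathways.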

Other observations

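The other divisions of the mice for sudemycin D6 in U2AF1(WT) mice on cassette exon events, the test of X- and Y-linked genes, the test of copies of one molecule and the count of lowered genes without introns were chosen only after the result was seen.

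Each count of changed genes or cassette exon events was compared with the counts from other divisions of the same mice into groups of 5. For genes, 1 of 100 divisions gave as many as the real one (443, highest other 71) for sudemycin D6 in U2AF1(WT) mice and 1 of 100 (1606, highest other 666) in U2AF1(S34F) mice, the real division being the 1 counted. For cassette exon events, 1 of 50 did in U2AF1(WT) mice (highest other 66) and 1 of 50 in U2AF1(S34F) mice (highest other 36). Groups of the 2 genotypes share some mouse numbers, and there the real division was compared with divisions that part as many same-numbered pairs. Under vehicle 1 of 24 gave as many genes (highest other 1471) and 1 of 24 as many cassette exon events (highest other 20). Under sudemycin D6 the counts were 1 of 16 for genes (highest other 1) and 1 of 16 for cassette exon events (highest other 9), a number of divisions too small to give a share under 0.05. For vehicle-treated U2AF1(WT) against sudemycin-treated U2AF1(S34F) mice they were 1 of 70 for genes (highest other 3761) and 1 of 50 for cassette exon events (highest other 13). Divisions that part another number of same-numbered pairs gave at most 0, 832 and 3440 genes in these comparisons and 12 and 5 cassette exon events in the first 2.

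Many genes differ between the genotypes. After the larger libraries were thinned to the smallest, at least 94.8% of the genes remained in either treatment, and with the 10 genes of most counts left out 98.9% did, so library size and a few dominant genes account for few of them. Autosomal windows of 10 Mb were enriched for genes changed over 2-fold in both genotype comparisons and neither drug comparison in 3 places: chromosome 12 from 110 to 120 Mb (26 of 137 genes under vehicle, 33 of 131 under sudemycin D6), chromosome 6 from 60 to 70 Mb and chromosome 6 from 130 to 140 Mb. Of 6 lineages, 1 had markers that shifted in the same direction in both, with median log2 fold changes of −0.88 and −1.05 for B cell markers (p=0.000686 each, permutation against matched genes, with Benjamini-Hochberg adjustment; lower in 9 and 10 of 10 genes). Other lineages shifted in one comparison only (adjusted p of the same permutation test 0.0162 or less). Under vehicle these were monocyte (−0.58) and neutrophil (0.29) markers, and under sudemycin D6 erythroid (−0.72) and T and NK cell (−0.65) markers. Variants of the strain around linked segments, a change in the mix of cells such as a smaller share of B cells, and sex therefore remain as candidate explanations for part of these differences. The window on chromosome 12 holds the immunoglobulin heavy chain locus, so its enrichment does not tell linked variants from a change in B cells. Whether the genes of these windows are genes of B cells was not tested.

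Many genes also differ between sudemycin- and vehicle-treated U2AF1(S34F) mice, and there the markers of all 6 lineages shifted against matched genes: monocyte markers by 0.40, neutrophil by −0.09 (p=0.0218), B cell by −0.69, erythroid by −0.46, T and NK cell by −0.65 and progenitor markers by −0.50 (p from permutations against matched genes, with Benjamini-Hochberg adjustment). A change in the mix of cells may account for part of the gene counts. In U2AF1(WT) mice monocyte markers changed by −0.45, progenitor markers by −0.43 and B cell markers by −0.25. Against this, the paper reports that the drug at this dose caused no marked skew of mature lineages in marrow of either genotype. Flow cytometry of the lineages was not analysed here, and a change of the markers within a cell type was not separated from a change in cell numbers.

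MHC genes fell with sudemycin D6 in U2AF1(S34F) mice. A list of 25 interferon-stimulated genes fell as well, by a median of 0.66 (median log2 fold change −0.66, 0 of 25 higher, permutation p=2e-04, the smallest the matched lists can give), so the fall of the MHC genes (median −0.61) may be part of a lower interferon response. A smaller share of B cells, which was not separated from it, is another candidate explanation. The paper, however, reports no marked skew of mature lineages with the drug.

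If sudemycin D6 lowered genes by their splicing, genes without introns would be spared. The median log2 fold change of protein-coding genes with 1 exon was −0.0244 in U2AF1(WT) mice, below the −0.0138 of matched genes with more exons (one-sided permutation p=0.769), and −0.0255 in U2AF1(S34F) mice, above the −0.0454 of matched genes (p=0.074 from the same permutation test). These medians cover all such genes, most of them not called, and say little about the genes that the drug lowers. Among the genes called lower, 9 had 1 exon in U2AF1(WT) mice, where matched lists gave a median of 7 (one-sided permutation p=0.864), and 29 in U2AF1(S34F) mice, against 26 (p=0.760 from the same permutation test). Neither test detected sparing at a p under 0.05.

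Exons skipped more under sudemycin D6 differed from control exons in both genotypes in 3 of 5 features: exon length and the lengths of the introns on either side. GC content and the pyrimidine share of the 3′ splice site did not differ in both. One hypothesis from this is that exon and intron features mark the sensitive exons. Exons included more were not compared and control exons were not matched for Ψ. The features may therefore mark alternatively spliced exons and not skipping under the drug.

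Junction counts vary more among mice than Poisson counts. If the reason were that copies of one molecule are counted on more than 1 junction read, the ratio of variance to mean would exceed that of genes of the same mean count. The quotient of the 2 was 1.38, 1.03 and 0.717 from low to high counts, so at low counts copies of one molecule are not excluded, while at the highest counts junctions vary less than genes. Copies were the first reason considered for setting the dispersion of the splicing test to 0 and were dropped as a reason after this test. The simulation that checks the splicing test still draws reads in copies.

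The share of exons with a T at the −3 position depends on which exons can be tested. It was 22.2% among exons tested for the drug only in U2AF1(WT) mice, 51.5% among those tested only in U2AF1(S34F) mice and 35.1% among those tested in both.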
